# Sperm DNA methylation is predominantly stable in mice offspring born after transplantation of long-term cultured spermatogonial stem cells

**DOI:** 10.1186/s13148-023-01469-x

**Published:** 2023-04-07

**Authors:** Joana B. Serrano, Nils C. Tabeling, Cindy M. de Winter-Korver, Saskia K. M. van Daalen, Ans M. M. van Pelt, Callista L. Mulder

**Keywords:** Spermatogenesis, Spermatogonial stem cells, Spermatogonial stem cell transplantation, SSCT, Preclinical epigenetics, DNA methylation, Multi-generational mouse model

## Abstract

**Background:**

Spermatogonial stem cell transplantation (SSCT) is proposed as a fertility therapy for childhood cancer survivors. SSCT starts with cryopreserving a testicular biopsy prior to gonadotoxic treatments such as cancer treatments. When the childhood cancer survivor reaches adulthood and desires biological children, the biopsy is thawed and SSCs are propagated in vitro and subsequently auto-transplanted back into their testis. However, culturing stress during long-term propagation can result in epigenetic changes in the SSCs, such as DNA methylation alterations, and might be inherited by future generations born after SSCT. Therefore, SSCT requires a detailed preclinical epigenetic assessment of the derived offspring before this novel cell therapy is clinically implemented. With this aim, the DNA methylation status of sperm from SSCT-derived offspring, with in vitro propagated SSCs, was investigated in a multi-generational mouse model using reduced-representation bisulfite sequencing.

**Results:**

Although there were some methylation differences, they represent less than 0.5% of the total CpGs and methylated regions, in all generations. Unsupervised clustering of all samples showed no distinct grouping based on their pattern of methylation differences. After selecting the few single genes that are significantly altered in multiple generations of SSCT offspring compared to control, we validated the results with quantitative Bisulfite Sanger sequencing and RT-qPCRin various organs. Differential methylation was confirmed only for *Tal2*, being hypomethylated in sperm of SSCT offspring and presenting higher gene expression in ovaries of SSCT F1 offspring compared to control F1.

**Conclusions:**

We found no major differences in DNA methylation between SSCT-derived offspring and control, both in F1 and F2 sperm. The reassuring outcomes from our study are a prerequisite for promising translation of SSCT to the human situation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13148-023-01469-x.

## Background

Spermatogonial stem cell (SSC) propagation in vitro followed by auto-transplantation (SSCT) is proposed as a future fertility treatment for men that became infertile from gonadotoxic treatments during childhood [1]. Ultimately, SSCT aims to restore spermatogenesis allowing natural conception. This therapy starts with the collection and cryopreservation of a testicular biopsy from the patient prior to gonadotoxic treatment [2, 3]. Once fertility restoration is required during adulthood, the tissue is thawed to start in vitro propagation of SSCs from the biopsy. This step is required to exponentially increase the number of stem cells that upon transplantation will colonize SSC niches and improve the success rate of the fertility treatment [1].

However, the maintenance of cells in artificial environmental conditions such as in vitro propagation throughout long periods of time could alter their epigenetic homeostasis, such as DNA methylation. In general, these culture-induced epigenetic modifications have been thoroughly studied and reproduced for multiple cell types and culture systems [4]. Therefore, it is reasonable to question if culturing stress due to long-term propagation could also result in changed DNA methylation in SSCs, which could potentially persist through the following generations, given the germline character of SSCs.

Conflicting results exist regarding potential in vitro induced epigenetic alterations in SSCs. After a 2-year period of propagation in vitro, Kanatsu-Shinohara and colleagues concluded that mouse SSCs retained the euploid karyotype and androgenetic imprint based on 5 analyzed imprinted loci (*H19*, *Meg3 IG*, *Rasgrf1*, *Igf2r* and *Peg10*) with combined bisulfite restriction analysis (COBRA) [5]. Additionally, Chip-seq analysis in mice also showed that long-term cultured SSCs preserve chromatin modifications at selected promoters as do germline progenitor cells in vivo [6]. In marmoset cultures, the DNA methylation pattern of imprinted genes *H19* and *MEST* does not change in germ cell fractions cultured for up to 21 days [7]. Conversely, Nickkholgh and colleagues investigated the epigenetic stability of human SSCs in long-term culture by analyzing the DNA methylation statuses of several imprinted regions and found that the paternally imprinted genes *H19*, *H19*-DMR (differentially methylated region), and *MEG3* were abnormally demethylated and the maternally imprinted genes *KCNQ1OT1* and *PEG3* were hypermethylated [8]. Since no genome-covering DNA methylation analysis on in vitro propagated SSCs have been performed, it is unclear how many sites are affected and whether they can persist to next generations.

Reassuringly, during development, mammals go through demethylation and remethylation to ensure the correct gene expression is maintained in the following generations [9]. This methylation reprogramming is essential to erase any epigenetic mutations that are acquired through environmental exposures during gametogenesis [10]. Any genes that managed to escape these de- and remethylation could cause epigenetic dysregulation [11], which in turn is increasingly implicated in various rare developmental syndromes and cancer, and in complex chronic diseases, such as cardiovascular disease, type 2 diabetes and obesity [12]. However, we are currently unaware whether potential culture-induced epimutations in SSCs are transferred to next generations after SSCT.

The health of SSCT-derived offspring in relation to epigenetic stability was investigated in limited studies. However, most reports are undermined by either the use of uncultured SSCs [13, 14] or resorting to additional reproductive techniques to generate offspring (i.e., in vitro fertilization (IVF), intracytoplasmic sperm injection (ICSI) or round spermatid injection (ROSI)) instead of natural conception [5, 15–17], which are thought to be prone to generate epimutations [18]. Therefore, a detailed preclinical epigenetic assessment of the offspring derived from male parents that were transplanted with in vitro propagated SSCs in a model organism is warranted before clinical SSCT application.

Here, we evaluate the molecular epigenetic stability of SSCT-derived offspring by performing an in-depth DNA methylation analysis on sperm derived from the first and second generation of SSCT-derived mouse offspring and compare this with that of control sperm.

## Results

In this study, we investigated whether the DNA methylation status is different between sperm from SSCT-derived male offspring (F1 and F2) and control male offspring at three months of age using reduced-representation bisulfite sequencing (RRBS). 

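RRBS of epididymal sperm was analysed for 26 male mice in 6 groups. The SSCT F0 group held 3 transplanted recipients, infertile mice of the W/W-v strain whose sperm arose from cultured DBA/2J spermatogonial stem cells, and the control F0 group held 3 DBA/2J males. Of the offspring, 5 males each were control F1, SSCT F1, SSCT F2/M (maternal line) or SSCT F2/P (paternal line). The F0 mice were 16 to 18 months old at sperm collection and the offspring 3 months old. In RRBS, DNA is cut with a restriction enzyme so that CpG-rich fragments are enriched, and bisulfite then converts unmethylated but not methylated cytosines, so that the share of unconverted reads at a cytosine gives its methylation level. For each mouse the authors deposited a list of CpG positions with the fraction of methylated reads and the coverage in reads. Alignment and methylation calling were already included in these lists, whereas the coverage filter, the windows and the comparisons between groups were not. The strands of a CpG were listed as separate positions.

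The reads at CpG positions numbered between 45616751 and 87707577 per library. Their median was 57686210 in SSCT F0 (53276283 to 75182336), 63500867 in control F0 (51386036 to 87707577), 60941432 in control F1 (49632926 to 72218747), 62801446 in SSCT F1 (50626343 to 75299581), 49091454 in SSCT F2/M (45616751 to 60176288) and 54486840 in SSCT F2/P (49205103 to 66815528). The offspring libraries covered between 1995496 and 2232483 positions each. The SSCT F0 libraries covered 1977100, 1123580 and 305964 positions in replicates 1, 2 and 3, and the median coverage of the positions kept by the filter was 26, 41 and 392 reads in these libraries, against 23 to 32 reads in the offspring.

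Positions with fewer than 10 reads in any library of a comparison, or with coverage above the 99.9th percentile of a library, were left out. Reads were also summed over windows of 1000 bp. Each CpG and each window was tested with a logistic model of methylated against unmethylated reads and a two-sided chi-square likelihood-ratio test, followed by Benjamini-Hochberg correction. A CpG was called a DMC, and a window a DMR, when the read-weighted methylation differed by more than 25 percentage points at a q-value under 0.01. This test takes the reads as independent and has no term for the spread between mice, so counts from an F test scaled by that spread are given at the first result of each kind. Gene names were taken from the RefSeq gene table of GRCm38.p6. Positions are those of the deposited lists, for which the paper's text names no genome build.

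The sample titles and Fig. 1 give different names to the same 4 sets of 5 offspring libraries. The names were compared through the mean coverage that Table S3 gives for each group at single CpGs. With the names of the sample titles 0 of 55 means matched the lists, and with those of Fig. 1 35 of 55 matched. With the names of Fig. 1 and SSCT F2/M and SSCT F2/P exchanged, 53 of 55 matched. The last naming was used at every value given for the offspring. A further label, for the treatment, does not separate the namings, since under each of them control F1 and an SSCT F2 line are marked as wild type. This line is SSCT F2/P under the naming used and SSCT F2/M under the other two. The naming used leaves control F1, SSCT F1 and the pooled SSCT F2 group as in Fig. 1. It was recognised only after the coverage values had been seen, and it departs from the rule that had been set for this choice, under which the names of the sample titles would have been used.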

First, we performed unsupervised clustering of differentially methylated regions (DMRs) in all samples (Fig. 1). As expected, due to age difference and different background environment, SSCT F0 sperm samples from the transplanted animals clustered away from the offspring sperm samples control F1 and SSCT F1 and SSCT F2. 

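The distance between libraries was computed as 1 minus Pearson's r over the 13178 windows covered in all 26 libraries. The mean distance to the offspring libraries was 0.117, 0.212 and 0.407 in SSCT F0 replicates 1, 2 and 3, a mean of 0.245. It was 0.0682, 0.0583 and 0.0613 in control F0, a mean of 0.0626, and between 0.0591 and 0.0778 in the offspring libraries themselves. All 3 SSCT F0 libraries lay farther from the offspring than each control F0 library, a difference of 0.183 between the means (exact permutation test, two-sided, p = 0.1, the smallest p that 3 mice against 3 allow). In average-linkage clustering, all 3 SSCT F0 libraries and 0 of the control F0 libraries lay outside the branch that held the offspring. The control F0 mice were of the same age range as the SSCT F0 mice. The restriction to the 500 windows with the highest variance moved the difference most, to 0.710 (1.04 in SSCT F0 and 0.335 in control F0). Without SSCT F0 replicate 3, which had the fewest positions, 62315 windows could be used and the mean distances were 0.0931 and 0.0299. The SSCT F0 distances rose in the same order as the share of positions read as wholly methylated or wholly unmethylated. With equal reads, at positions of intermediate methylation in the offspring, this share was 31.3%, 66.1% and 93.7% in replicates 1, 2 and 3. It was 9.80% to 16.6% in the other libraries. Few molecules behind the SSCT F0 reads thus stay open as a cause of the distance, which was not tested.

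**Figure D1:**
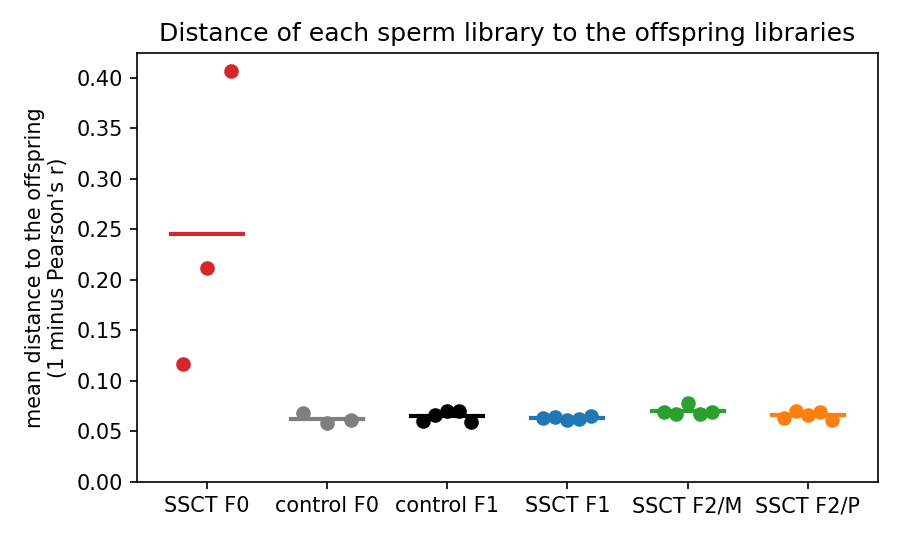
Mean distance of each library to the offspring libraries on the y-axis (1 minus Pearson's r over 1000-bp windows), by group on the x-axis. Each point is 1 mouse and the horizontal lines are group means. The 3 SSCT F0 libraries lie between 0.117 and 0.407, and the offspring libraries between 0.0591 and 0.0778.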

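Whether the 20 offspring libraries lay apart by group was tested with a permutational analysis of distances over the 106111 windows covered in all of them. The 4 groups (SSCT F1, both SSCT F2 lines and control F1) accounted for 15.8% of the variance, with a pseudo-F of 1.00 (permutation test with 100000 shuffles of the group labels, one-sided, p = 0.319). Of the alternatives that kept all 20 libraries, the 500 windows with the highest variance moved the pseudo-F most, to 1.01 (permutation test, p = 0.348). Single CpGs gave 1.00 and a coverage of at least 20 reads 0.999. The names of the sample titles or of Fig. 1 cannot change it, since they rename the same 4 sets of libraries. Without SSCT F2/M replicate 4 the pseudo-F was 1.02 and the permutation p was 0.0109. Across the fits that each left out 1 library, the pseudo-F was between 0.993 and 1.02 and the permutation p between 0.0109 and 0.790. The first principal component held 6.76% of the variance and the second 6.24%.

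**Figure D2:**
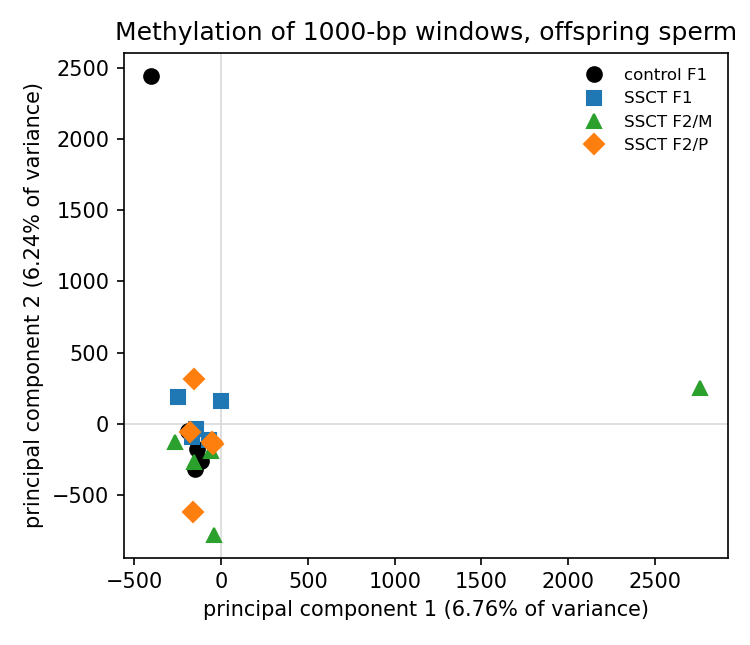
Principal components 1 (x-axis) and 2 (y-axis) of window methylation in the 20 offspring libraries, with the percent of variance each component holds. Each point is 1 mouse and the symbols mark the groups. Component 1 sets SSCT F2/M replicate 3 apart at 2760, component 2 sets control F1 replicate 4 apart at 2441, and the other libraries lie close together.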

For all offspring, no distinct arrangement of any of the groups could be identified.

**Fig. 1:**
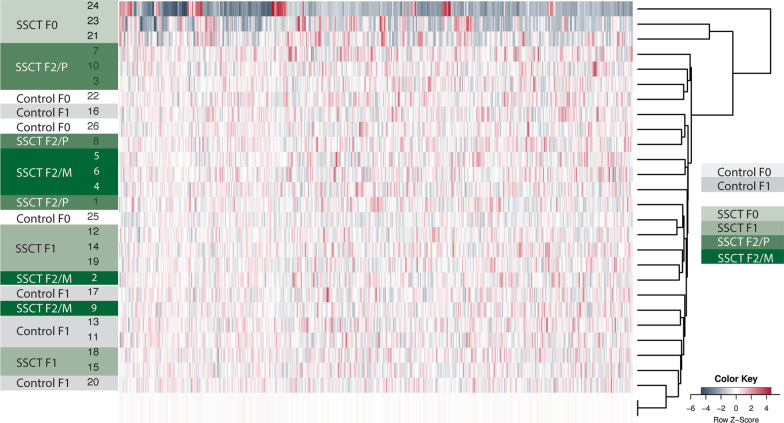
Global unsupervised clustering heatmap of the average methylation of all the samples. The heatmap clustering of all the samples is based on the significantly differential methylation between each sample (*n* = 3 in the F0, *n* = 5 per offspring subgroup in the F1 and F2) and the average methylation of all the samples (in duplo), included in the heatmap as the last 2 rows in medium light gray for the top-500 most altered DMRs (both hypermethylated and hypomethylated)

Statistical examination of the RRBS DNA methylation datasets revealed that sperm derived from the transplanted male (F0) showed 3.63% significant differences among all measured CpGs and 5.63% in DMRs, compared to control F0. 

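With the required coverage in all 3 SSCT F0 and 3 control F0 mice, 82300 CpGs and 19620 windows could be compared. Of these, 4796 CpGs (5.83%) were DMCs, 2633 of them hypomethylated and 2163 hypermethylated in SSCT F0. Of the windows, 1963 (10.0%) were DMRs, 1421 of them hypomethylated and 542 hypermethylated. The methylation levels of the SSCT F0 and the control F0 mice did not overlap at 1037 of the DMCs (21.6%) and at 558 of the DMRs (28.4%). Among all sites tested they did not overlap at 3.10% of the CpGs and 10.8% of the windows, where chance gives 1.50% and 5.99% with the equal values that mice had at these sites (10% for 3 mice against 3 where no values are equal). With the F test scaled by the spread between mice, which moved the counts most, 0 CpGs and 0 windows passed the thresholds, and 911 CpGs and 456 windows had an unadjusted p under 0.05 with a difference above 25 percentage points. The number of CpGs compared was limited by SSCT F0 replicate 3, and without this library, over the larger number of CpGs then covered, 34961 DMCs and 9535 DMRs were called. At the same 82300 CpGs and 19620 windows, leaving out this library gave 3643 DMCs (4.43%) and 1202 DMRs (6.13%). Leaving out SSCT F0 replicate 2 gave 5065 DMCs and 2171 DMRs at these sites, and 7718 and 3335 over the sites then covered.

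The DMRs with the largest differences among those without overlap fell from 100% ± 0 to 0% ± 0 (SD, n = 3 in each group) at 94060001 to 94061000 of chromosome X, from 100% to 4.17% ± 7.22 at 36892001 to 36893000 of chromosome 15, and by 98.9 percentage points in Sgms1 at 32254001 to 32255000 of chromosome 19. The exact permutation p (two-sided) of each was 0.1, the smallest that 3 mice against 3 allow. The lack of overlap by which these windows were picked fixes it at this value.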

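Between SSCT F1 and control F1, 2885 of 714809 CpGs (0.404%) were DMCs and 508 of 138483 windows (0.367%) were DMRs. For the pooled SSCT F2 mice (n = 10) against control F1 (n = 5), 814 of 504896 CpGs (0.161%) and 150 of 113618 windows (0.132%) were called. SSCT F2/M had 2675 DMCs among 609451 CpGs (0.439%) and 472 DMRs among 128076 windows (0.369%). SSCT F2/P had 2790 DMCs among 664351 CpGs (0.420%) and 485 DMRs among 133762 windows (0.363%).

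The SSCT and the control mice did not overlap at 40 of the DMRs in SSCT F1 (7.87%), 3 in SSCT F2 (2.00%), 42 in SSCT F2/M (8.90%) and 56 in SSCT F2/P (11.5%). Among all windows tested the groups did not overlap at 0.464%, 0.0308%, 0.429% and 0.428%, where chance gives 0.441%, 0.0368%, 0.428% and 0.434% with the equal values that mice had at these windows (0.794% for 5 mice against 5 and 0.0666% for 10 against 5 where no values are equal). Under the F test, 0 CpGs and 0 windows passed the thresholds in each of these 4 comparisons. At an unadjusted p under 0.05 and a difference above 25 percentage points, the F test left 1503 CpGs in SSCT F1, 594 in SSCT F2, 1367 in SSCT F2/M and 1422 in SSCT F2/P, and between 110 and 255 windows.

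Under the names of the sample titles, the DMCs numbered 2761 in SSCT F1, 1067 in SSCT F2, 2790 in SSCT F2/M and 2989 in SSCT F2/P, and the DMRs 531, 171, 485 and 538. Under the names of Fig. 1 the SSCT F2/M and SSCT F2/P counts change places.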

In F1 and F2 sperm, less than 0.4% of all measured differentially methylated CpGs (DMCs) and DMRs showed significant methylation differences (≥ 25%) between SSCT and F1 control animals (Table 1).

**Table 1:** All DMCs and DMRs that are significantly different between control F0 or control F1 and various SSCT groups and subgroups (*n* = 3 in the F0, *n* = 5 per offspring subgroup in the F1 and F2)

	All measured DMCs	Number of CpGs displaying > 25% difference	Percentage of > 25% over of all measured CpGs
SSCT F0	82,296	2984	3.63%
SSCT F1	714,806	2892	0.40%
SSCT F2	504,893	833	0.16%
SSCT F2/M	609,442	2695	0.44%
SSCT F2/P	664,355	2823	0.42%

	All measured DMRs	Number of DMRs displaying > 25% difference	Percentage > 25% difference of all measured DMRs
SSCT F0	19,621	1105	5.63%
SSCT F1	138,480	500	0.36%
SSCT F2	113,616	153	0.13%
SSCT F2/M	128,075	477	0.37%
SSCT F2/P	133,762	491	0.37%

F2/M—F2 generated from the maternal line, F2/P—F2 generated from the paternal line

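Hypomethylated sites made up 54.7% of the DMCs in SSCT F1 (1578 of 2885) and 59.4% of its DMRs (302 of 508). The shares were 54.4% and 49.3% in SSCT F2, 52.1% and 52.5% in SSCT F2/M, and 52.2% and 51.8% in SSCT F2/P. The largest difference in SSCT F1 among DMRs at which the mice of the groups did not overlap was a gain of 49.5 percentage points at 94986001 to 94987000 of chromosome X, where methylation was 55.1% ± 17.5 in SSCT F1 and 5.19% ± 11.6 in control F1 (SD, n = 5 in each group). At 99918001 to 99919000 of chromosome 13 it was 44.7% ± 22.0 in SSCT F1 and 94.7% ± 11.9 in control F1. In Rxfp1, at 79682001 to 79683000 of chromosome 3, it was 6.77% ± 6.19 and 54.5% ± 30.9. The exact permutation p (two-sided) was 0.00794 for each, the smallest that 5 mice against 5 allow. Windows picked for a lack of overlap must have this p, so it is no further evidence for them. Each of these windows held 1 or 2 covered positions. Leaving out control F1 replicate 3 brought a position into the window on chromosome 13, and over the 2 positions the difference was -20.4 percentage points, under the threshold, while at the 1 position compared before it was -46.7. In the same way, leaving out control F1 replicate 4 gave 25.5 percentage points over 2 positions of the window on chromosome X and 48.4 at the position compared before.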

DMCs and DMRs with altered patterns of methylation > 25% between SSCT F1 and control samples are visually represented in Volcano plots (Figs. 2A, 3A, respectively).

**Fig. 2:**
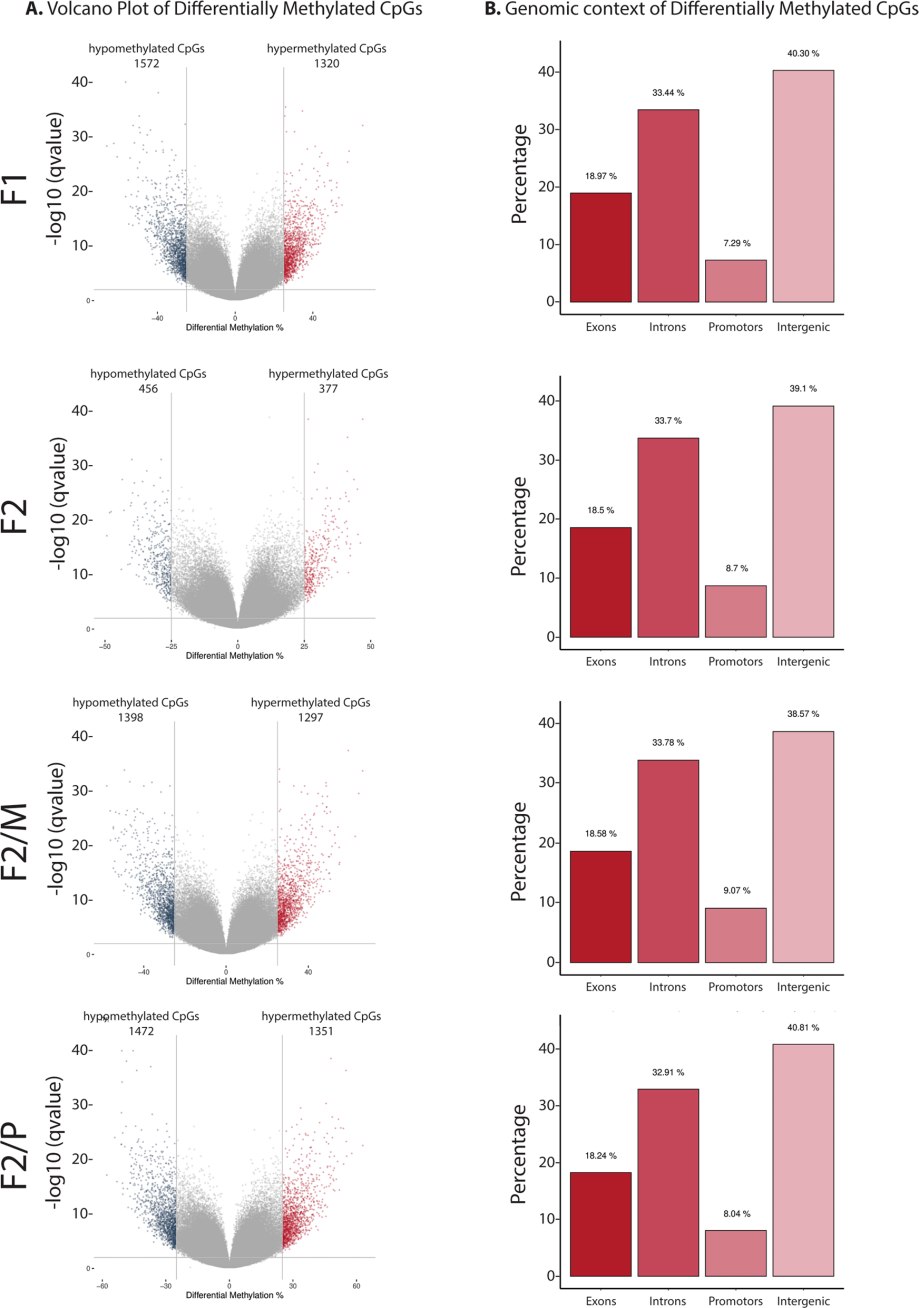
Differential analysis for CpG sites of the SSCT F1 and F2 compared to control F1. **A** Volcano plot shows the number of CpGs with changed patterns of CpG methylation between SSCT samples and control samples significantly higher or lower than the 25% difference cut-off and considering a *q*-value threshold of 0.01. Values on the *x*- and *y*-axes are percent methylation differences and negative log10 of the corrected *p*-values, respectively. **B** The distribution of differentially methylated CpGs (DMCs) over DNA regions exons, introns, promoters and intergenic regions per generation. F2/M—F2 generated from the maternal line, F2/P—F2 generated from the paternal line

**Fig. 3:**
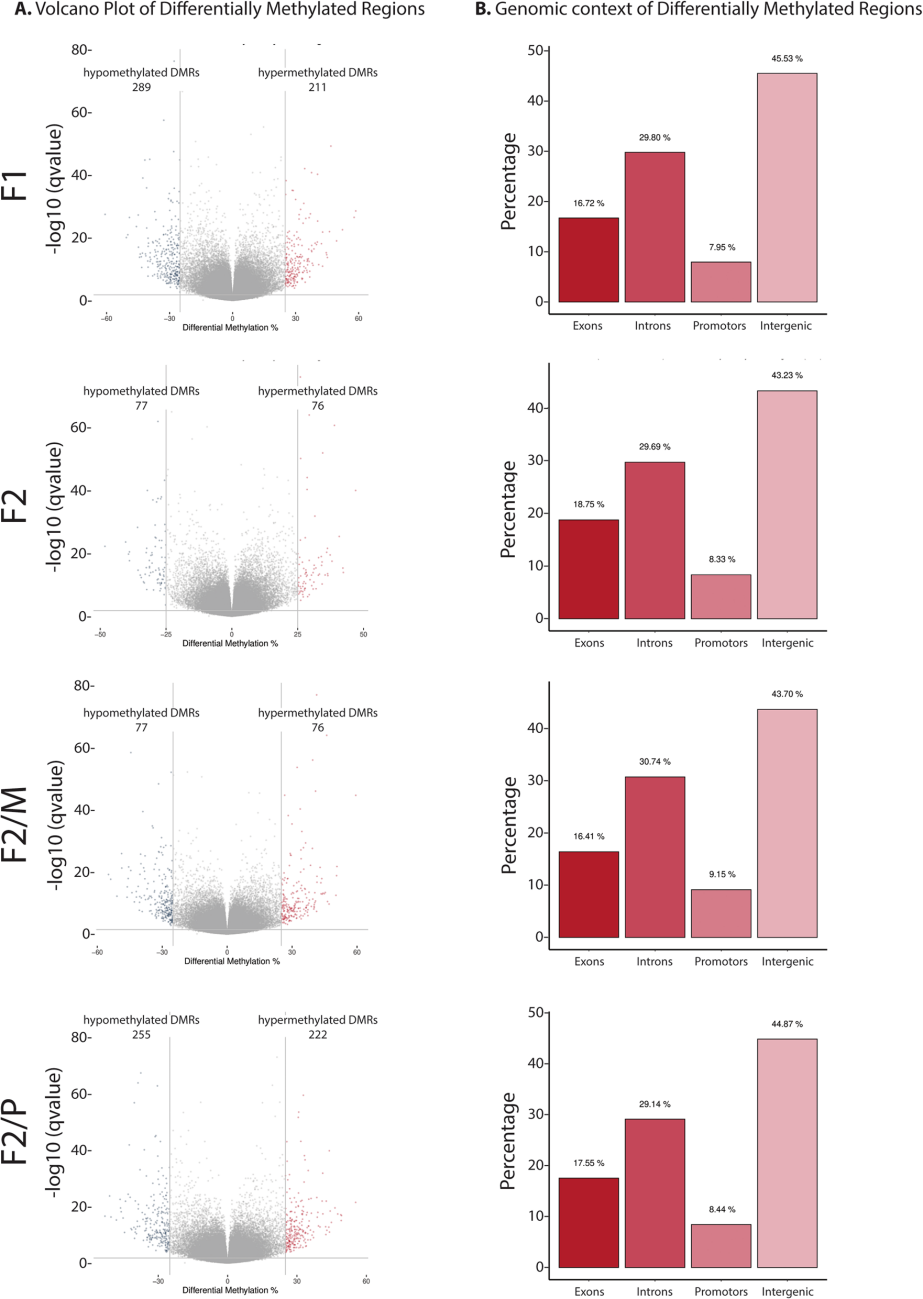
Differential analysis for DMRs of the SSCT F1 and F2 offspring compared to control F1. **A** Volcano plot shows the number of DMRs with changed patterns of methylation between SSCT samples and control samples significantly higher or lower than the 25% difference cut-off and considering a *q*-value threshold of 0.01. Values on the *x*- and *y*-axes are percent methylation differences and negative log10 of the corrected *p*-values, respectively. **B** The distribution of differentially methylated regions (DMRs) over DNA regions exons, introns, promoters and intergenic regions. F2/M—F2 generated from the maternal line, F2/P—F2 generated from the paternal line

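In the pooled SSCT F2 group, the 3 DMRs at which the SSCT and control mice did not overlap were a loss from 63.4% ± 8.14 in control F1 to 29.9% ± 12.7 (SD, n = 5 and n = 10) at 20860001 to 20861000 of chromosome 4, a gain from 6.34% ± 6.22 to 34.6% ± 8.62 in Gm7229 at 120519001 to 120520000 of chromosome 9, and a loss from 73.1% ± 16.0 to 42.2% ± 16.5 at 105397001 to 105398000 of chromosome 14. Their exact permutation p values (two-sided) were 0.000333, 0.000333 and 0.00233. Picking windows without overlap favours such small p values, so they are no separate evidence for these windows. With 1 library left out, the difference at the last of these, at the same position, lay between -30.04 and -24.5 percentage points, and it was under the threshold without SSCT F2/M replicate 2 (-24.7) and without control F1 replicate 4 (-24.5). Under the names of the sample titles the differences at the 3 windows were 24.4, -20.7 and 10.2 percentage points, each in the other direction.

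In SSCT F2/M, the largest difference among DMRs without overlap was 58.9 percentage points at 32144001 to 32145000 of chromosome 11, where all 5 SSCT F2/M mice were at 100% and control F1 at 38.9% ± 29.4 (SD, n = 5). It was followed by a loss to 17.0% ± 12.4 from 65.4% ± 25.7 at 120437001 to 120438000 of chromosome 14 and a gain to 85.6% ± 12.3 from 35.4% ± 24.2 in BC034090 at 155218001 to 155219000 of chromosome 1. In SSCT F2/P, methylation was 69.4% ± 5.50 against 16.6% ± 17.8 in control F1 at 41421001 to 41422000 of chromosome 5, and 24.0% ± 12.5 against 71.0% ± 21.1 at 130616001 to 130617000 of chromosome 6. The exact permutation p of each of these 5 windows was 0.00794, a value fixed by picking windows without overlap. Under the names of the sample titles, the windows on chromosomes 1 and 5 changed direction (-3.68 and -29.1 percentage points).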

Subsequently, we assessed the annotated genomic region of the DMCs and DMRs categorized by exons, introns, promoters and intergenic regions. We found that DMCs and DMRs were similarly distributed over the various genomic regions and the different groups (Figs. 2B, 3B, respectively) with approximately 16–19% of the DMCs and DMRs annotated to exons and 7–9% to promoters.

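The gene table used here gives the span of each gene but no exons, introns or promoters, so that DMCs and DMRs were assigned only to gene spans or to the sequence between them. The share of DMRs outside gene spans was 38.3% in SSCT F0, 58.7% in SSCT F1, 58.7% in SSCT F2, 57.8% in SSCT F2/M and 56.3% in SSCT F2/P. Windows inside gene spans made up 41.3% of the DMRs and 66.5% of all windows tested in SSCT F1 (Fisher's exact test, two-sided, p = 4.74e-31), and 41.3% and 67.2% in SSCT F2 (Fisher's exact test, p = 7.90e-11). The shares were 42.2% against 66.9% in SSCT F2/M, 43.7% against 66.8% in SSCT F2/P, and 61.7% against 78.8% in SSCT F0. Of the DMCs, 50.7% lay in gene spans in SSCT F1, 52.2% in SSCT F2, 51.7% in SSCT F2/M and 50.4% in SSCT F2/P, against 73.3% to 74.3% of the CpGs tested. Between control F0 and control F1, neither of them transplanted, 46.9% of the DMRs and 66.4% of the windows tested lay in gene spans. For CpGs the shares there were 52.0% of the DMCs and 74.6% of those tested. The lower share in gene spans is therefore not particular to the SSCT comparisons. Neighbouring windows are not independent, and the p values do not allow for this. The division into exons, introns and promoters was not analysed here.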

As intergenic regions represent the most affected DMRs in these datasets (Fig. 3B), DMRs that displayed differential methylation spanning from F0 to F2 were analyzed against datasets for known sequences of interest such as enhancers (http://www.enhanceratlas.org/downloadv2.php, sperm) [19] or intracisternal A-particle (IAP) sequences (multiple organs) [20, 21] that have been previously characterized in mice and could impact the health of SSCT in multiple generations. We did not see any DMRs in enhancers (Additional file 1: Table S1). 

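Table S1 lists region 4459 on chromosome 3 from 91155001 to 91793078, region 6440 on chromosome 4 from 134969001 to 135033000, and region 7407 on chromosome 5 from 84968001 to 85648000. In region 4459, 1 of 2 windows tested in SSCT F0 was a DMR, as were 2 of 21 in SSCT F1, 2 of 20 in SSCT F2, 3 of 23 in SSCT F2/M and 2 of 21 in SSCT F2/P, and each of them was hypomethylated. The window at 91299001 to 91300000 was called in each of the 4 offspring comparisons, with differences between -38.7 and -32.6 percentage points (exact permutation tests, two-sided, p = 0.0476 in SSCT F1, 0.0343 in SSCT F2, 0.0159 in SSCT F2/M and 0.151 in SSCT F2/P). The SSCT F0 window of this region was another one, at 91337001 to 91338000 (-76.1 percentage points, exact p = 0.7).

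In region 6440 the window at 135024001 to 135025000 was hypomethylated in SSCT F0, at 42.1% ± 38.0 against 55.7% ± 18.4 in control F0 (SD, n = 3, exact permutation p = 0.7, read-weighted difference -39.9 percentage points), and hypermethylated in SSCT F1, at 53.8% ± 10.4 against 36.1% ± 28.2 in control F1 (n = 5, exact p = 0.222) and in SSCT F2/M (a difference of 35.3 percentage points, exact p = 0.0635). A further window at 135032001 to 135033000 lost 84.8 percentage points in SSCT F0 (exact p = 0.1), and another at 134969001 to 134970000 gained 29.2 in SSCT F2/P (exact p = 0.111). In region 7407, 0 of 1 windows tested was a DMR in SSCT F0. In SSCT F1 the window at 85309001 to 85310000 was called (-28.5 percentage points, exact p = 0.0238), and in SSCT F2/P the window at 84968001 to 84969000 (-28.9, exact p = 0.444). Regions 6440 and 7407 held 0 DMRs in the pooled SSCT F2 group, with 10 and 12 windows tested. The positions of IAP elements were not analysed here.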

Although we do see DMRs in the entire intergenic regions 4459, 6440 and 7407 on chromosome 3, 4 and 5, respectively, that also contain IAPs IAPLTR2a-ERVK-LTR and IAPLTR1_Mm-ERVK-LTR (Additional file 1: Table S1), there was no overlap of these IAP elements with that of the DMRs within these intergenic regions (Additional file 1: Fig. S1).

Next, we performed gene ontology analysis based on the identified DMRs and DMCs. For both exon and promoter regions, no biological association of genes annotated to DMRs could be identified in the F1 offspring. However, gene ontology analysis suggested some differences in multiple biological processes in DMCs annotated to exons in SSCT F1, while both DMCs and DMRs in SSCT F2 offspring presented pathways affected in various biological processes compared to control (Additional file 1: Fig. S2). 

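Each of Cnp, Pde4b, Pde4a, Pde5a and Pde2a had 1 DMC in SSCT F1 against control F1, out of 15, 65, 112, 99 and 57 CpGs tested, and 0 DMRs. In Cnp, the CpG at 100576071 of chromosome 11 was methylated at 50.9% ± 10.5 in SSCT F1 and 73.3% ± 17.3 in control F1 (SD, n = 5 in each group, exact permutation test, two-sided, p = 0.0397, 14 to 68 reads per mouse). In Pde4b the CpG at 102589806 of chromosome 4 was at 55.7% ± 27.7 and 87.1% ± 11.2 (exact p = 0.0635, 17 to 81 reads). The Pde4a CpG at 21184422 of chromosome 9 was at 38.8% ± 26.0 and 9.90% ± 14.6 (exact p = 0.0952), the Pde5a CpG at 122730501 of chromosome 3 at 26.1% ± 36.9 and 0% ± 0 (exact p = 0.444), and the Pde2a CpG at 101508036 of chromosome 7 at 57.4% ± 38.7 and 89.2% ± 17.4 (exact p = 0.159). The spread between mice was as large as the difference at the last of these and at the Pde5a CpG.

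The thresholds were passed by 36 CpGs in the genes the paper's text names for the offspring comparisons, of which 17 had an exact p under 0.05 without correction and 2 had no overlap between the groups. The coverage at these CpGs was between 10 and 94 reads per mouse. Of 28 pairs of such a gene and a comparison, 27 had a DMC, and with the F test, which moved this number most together with limma, 0 had one. Under the names of the sample titles 9 pairs had a DMC.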

Methylation differences between control F1 and SSCT F1 in CpGs in exons were among others most prominently associated with cyclic nucleotide catabolic process (e.g., *Cnp*, *Pde4b*, *Pde4a*, *Pde5a*, *Pde2a*). 

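In Ccl3, 3 of 3 CpGs tested were DMCs in the pooled SSCT F2 group. The CpG at 83648616 of chromosome 11 was methylated at 43.7% ± 26.8 in SSCT F2 and 12.7% ± 15.9 in control F1 (SD, n = 10 and n = 5, exact permutation test, two-sided, p = 0.0360), the CpG at 83648627 at 66.7% ± 29.7 and 30.3% ± 26.1, and the CpG at 83648639 at 85.9% ± 24.0 and 45.9% ± 32.7, with 16 to 73 reads per mouse at the last. The window from 83648001 to 83649000 that holds them was a DMR, at 65.4% ± 21.0 in SSCT F2 and 29.6% ± 19.5 in control F1 (exact permutation test, p = 0.00799). Tfap4 had 1 DMC among 11 CpGs, at 4545510 of chromosome 16, with 46.5% ± 30.3 and 22.6% ± 12.1 (exact permutation test, p = 0.123). In Fgfr1, 0 of 105 CpGs passed the thresholds in SSCT F2, and the largest read-weighted difference was -12.8 percentage points.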

While only one pathway was significantly affected in SSCT F2 exons compared to control F1, namely ‘negative regulation by host of viral transcription’ (e.g., *Ccl3*, *Tfap4*), and in promoters the most affected pathways were associated with biological processes such as ‘orbitofrontal cortex development,’ ‘cerebral cortex tangential migration using cell–cell interactions,’ ‘substrate-dependent cerebral cortex tangential migration’ and ‘postnatal olfactory bulb interneuron migration’ (e.g., *Fgfr1*, Additional file 1: Fig. S2). 

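In SSCT F2/M against control F1, the Mapt CpG at 104298548 of chromosome 11 was at 0% ± 0 in SSCT F2/M and 40.4% ± 24.8 in control F1 (SD, n = 5 in each group, exact permutation test, two-sided, p = 0.0476). The Slc6a4 CpG at 77009317 of the same chromosome was at 100% ± 0 and 57.9% ± 21.7, with no overlap between the groups (exact p = 0.00794). Rin1 at 5053042 of chromosome 19 was at 38.4% ± 30.6 and 19.8% ± 27.8 (exact p = 0.317). Sema4f at 82914071 of chromosome 6 was at 55.0% ± 34.2 and 29.1% ± 25.2 (exact p = 0.190). Sema3g had 2 DMCs on chromosome 14 that moved in opposite directions, by -32.6 percentage points at 31221801 and by 34.9 at 31228410 (exact p = 0.111 and 0.0714). All 3 CpGs of Ccl3 were DMCs again, with differences of 49.3, 36.9 and 33.8 percentage points, and its window was the only DMR in these genes, at 72.0% ± 8.77 in SSCT F2/M with no overlap with control F1.

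Clu had 1 DMC at 65969794 of chromosome 14 (86.2% ± 15.9 and 57.9% ± 18.4, exact p = 0.0397) and App had 2 on chromosome 16, at 84978775 (86.3% ± 24.8 and 49.9% ± 36.3, exact p = 0.135) and 85170867 (35.2% ± 30.3 and 7.55% ± 7.71, exact p = 0.0714). The Csad CpG at 102192117 of chromosome 15 was at 69.5% ± 45.0 and 100% ± 0 (exact p = 0.444), and the Agxt CpG at 93135443 of chromosome 1 at 36.9% ± 7.41 and 66.0% ± 23.0 (exact p = 0.0397). Tcirg1 at 3902681 of chromosome 19 was at 82.8% ± 20.5 and 32.3% ± 24.0 (exact p = 0.0159), and the CpG beside Tnfsf4 at 161395268 of chromosome 1 at 18.3% ± 13.8 and 44.3% ± 20.0 (exact p = 0.0476). Of the 16 DMCs in these genes, 9 had an exact p under 0.05 without correction.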

When comparing SSCT F2/M with control F1, the DMCs in exons related to ‘memory’ (e.g., *Mapt*, *Slc6a4*, *Rin1*) and ‘regulation of chemotaxis’ (e.g., *Sema4f*, *Ccl3*, *Sema3g*), while promoters were predominantly associated with ‘tunicamycin response’ (e.g., *Clu*, *App*), ‘cysteine meta- and catabolism’ (e.g., *Csad*, *Agxt*) and ‘memory T cell activation’ (e.g., *Tcirg1*, *Tnfsf4*). Finally, only exons presented DNA methylation differences in SSCT F2/P compared to control F1, with the most affected DMCs associated with regulation of ‘signaling receptor activity’ (e.g., *Dapk1*, *Lypd1*, *Fbxw7*), ‘axon guidance’ and ‘neuron projection guidance’ (e.g., *Gata3*, *Etv4*, *Mypn*), and the altered DMRs in biological processes such as ‘glutamine and glutamate processes’ (e.g., *Gls*, *Gls2*). These results again suggest no common biological process for all generations. 

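In SSCT F2/P against control F1, Dapk1 had 2 DMCs among 108 CpGs on chromosome 13, at 60749598 (70.8% ± 35.0 in SSCT F2/P and 100% ± 0 in control F1, SD, n = 5 in each group, exact permutation test, two-sided, p = 0.167) and at 60761740 (17.3% ± 5.83 and 48.7% ± 31.5, exact p = 0.0238). Lypd1 had 1 at 125872567 of chromosome 1 (80.6% ± 12.5 and 50.8% ± 26.7, exact p = 0.0635) and Fbxw7 had 1 at 84952554 of chromosome 3 (58.3% ± 14.0 and 32.6% ± 18.9, exact p = 0.0476). Gata3 had 2 DMCs among 231 CpGs on chromosome 2 that moved in opposite directions. At 9858165 methylation was 1.05% ± 2.35 in SSCT F2/P and 22.1% ± 33.3 in control F1 (exact p = 0.444), and at 9858561 it was 36.1% ± 15.2 and 9.13% ± 8.93, with no overlap between the groups (exact p = 0.00794). Etv4 at 101774100 of chromosome 11 was at 60.0% ± 13.9 and 89.6% ± 18.0 (exact p = 0.0317). Mypn had 2 DMCs on chromosome 10, at 63135838 (71.5% ± 28.4 and 100% ± 0) and 63157950 (75.2% ± 18.0 and 33.7% ± 34.3), again in opposite directions. Gls2 at 128204014 of chromosome 10 was at 25.8% ± 12.4 and 56.3% ± 24.5 (exact p = 0.0556). The gene ontology enrichment itself was not analysed here.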

We also examined if any of the affected DMRs and DMCs were present in any known parentally imprinted genes in mice, but imprinting appeared unaffected in all generations.

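DMRs and DMCs were searched for inside or within 2000 bp of 33 imprinted genes, 9 of them named in the paper. There were 3 DMRs. At 6730001 to 6731000 of chromosome 7, in Peg3 and Usp29, methylation was 23.7% ± 23.0 in SSCT F0 and 0.201% ± 0.349 in control F0 (SD, n = 3, exact permutation test, two-sided, p = 0.1, the smallest possible). At 12972001 to 12973000 of chromosome 18, in Impact, it was 20.4% ± 27.9 in SSCT F0 and 3.74% ± 3.85 in control F0 (exact p = 0.5). At 6937001 to 6938000 of chromosome 7, in the span or margin of Usp29, it was 49.7% ± 12.5 in SSCT F1 and 77.2% ± 22.8 in control F1 (n = 5, exact p = 0.0556). The windows tested numbered 39 in SSCT F0, 160 in SSCT F1, 129 in SSCT F2, 146 in SSCT F2/M and 154 in SSCT F2/P, and the last 3 comparisons had 0 DMRs in them.

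DMCs in these genes numbered 7 of 178 CpGs in SSCT F0, 2 of 1242 in SSCT F1, 0 of 896 in SSCT F2, 0 of 1083 in SSCT F2/M and 3 of 1176 in SSCT F2/P. The 7 in SSCT F0 lay in Peg3 and Usp29 (2), Igf2r and Airn (1), Igf2 (1), Grb10 (1), Impact (1) and Zrsr1 (1), those in SSCT F1 both in Usp29, and those in SSCT F2/P in Peg3 (2) and Igf2 (1). The share of DMCs inside the list differed from that of the other CpGs with a p of 0.338 in SSCT F0, 0.257 in SSCT F1, 0.412 in SSCT F2, 0.0180 in SSCT F2/M and 0.501 in SSCT F2/P (Fisher's exact test, two-sided). In the F test, 0 windows in the list passed the thresholds, and at an unadjusted p under 0.05 with a difference above 25 percentage points it left 1 window, in SSCT F0. Without SSCT F0 replicate 3 there were 12 DMRs in the list, without SSCT F0 replicate 2 there were 6, and without control F0 replicate 3 there were 5.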

To confirm the aberrant DNA methylation profiles of ≥ 25% differences in methylation found with RRBS in sperm, a validation of genetic regions annotated to exons and promoters was performed using high-resolution bisulfite Sanger PCR sequencing (BSP). 

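The genes listed in Table 2 were looked up among the windows of each comparison, within 2000 bp of the gene. Of 64 pairs of a gene and a comparison, 57 belonged to the 25 genes whose names matched the gene table, and 50 of these had at least 1 DMR. The other 7 pairs belonged to C130012C08Rik, BC035947 and Gm15966, which were not matched. The 50 pairs lay in 46 different windows and comparisons, of which 12 had an exact permutation p under 0.05 (two-sided, without correction) and 6 had no overlap between the groups. In SSCT F0 (n = 3 in each group) the DMRs were hypomethylated in Slc13a4 (-90.3 percentage points), Mars (-72.2), Capn11 (-62.1), Pou2f2 (-77.7), Tet1 (-38.7) and Tal2 (-28.7). The groups did not overlap in the first 3 of these. In SSCT F1 (n = 5 in each group), Mt3 at 94153001 to 94154000 of chromosome 8 was at 66.5% ± 31.1 against 24.9% ± 14.9 in control F1 (SD) and Pou2f2 at 25087001 to 25088000 of chromosome 7 at 64.4% ± 11.8 against 27.7% ± 18.5, both without overlap (exact p = 0.00794). The Pou2f2 window differed from that of SSCT F0 in position and in direction. So did the Tet1 window, which gained 30.6 percentage points in SSCT F1. It started at 62809001 of chromosome 10, and that of SSCT F0 at 62879001. With the F test, as with limma, 0 of the 57 pairs had a DMR. With the names of the sample titles 10 had one, and with windows of at least 3 covered positions 6.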

Throughout generations (F0, F1 or F2), 30 genes with significantly hyper- or hypomethylated DMRs were identified (Table 2) in sperm from SSCT compared to control. From these, genes were selected if they appeared altered in more than one generation (Table 2), revealing eight genes. None of these genes were spanning in all three generations (F0, F1, F2). 

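Among genes called in more than 1 generation, the Zfp229 window at 21730001 to 21731000 of chromosome 17 fell from 24.3% ± 16.8 in control F1 to 0% ± 0 in SSCT F1 (SD, n = 5, exact permutation test, two-sided, p = 0.0476) and to 0.233% ± 0.735 in the pooled SSCT F2 group (n = 10, exact p = 0.00366). Gm6590 at 130476001 to 130477000 of chromosome 6 was at 48.5% ± 43.8 in control F1, 18.3% ± 19.1 in SSCT F1 and 20.8% ± 16.3 in SSCT F2 (exact p = 0.190 and 0.0806). Gpx8 at 113045001 to 113046000 of chromosome 13 was at 92.5% ± 16.8 in control F1, 67.8% ± 27.2 in SSCT F1 and 62.5% ± 35.4 in SSCT F2/M (exact p = 0.127 and 0.167). F930017D23Rik at 43623001 to 43624000 of chromosome 10 was at 35.1% ± 29.9 in control F1, 2.25% ± 3.24 in SSCT F1 and 2.12% ± 4.74 in SSCT F2/P (exact p = 0.0238 and 0.0159). The window of Nudt1 and Mrm2 at 140332001 to 140333000 of chromosome 5 was called in SSCT F1 only, at 92.6% ± 16.5 against 64.9% ± 44.9 (exact p = 0.286). With the sample titles, the SSCT F1 differences at the Table S3 CpGs of Zfp229 and Nudt1 were 0.465 and -12.9 percentage points, each in the other direction. Every offspring comparison used the same 5 control F1 libraries.

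Of the 1333 windows called in at least 1 of the comparisons of SSCT F1 and of each SSCT F2 line with control F1, 116 were called in the same direction in at least 2 of them and 12 in all 3. SSCT F1 and SSCT F2/M had 51 DMRs in common, 49 of them in the same direction. To see how many shared windows the common control gives, the 20 offspring libraries were grouped in 100 ways, the real one included, into 4 sets of 5, with 1 set as the control. On the windows covered in all 20 libraries, the real groups shared 98 and the other groupings a median of 120 (88 to 174), with 94 of the 100 groupings, the real one included, at 98 or more.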

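The 25 matched genes of Table 2 were also looked up in all 5 comparisons, and 16 of them had windows tested in each of F0, F1 and F2. Of these, Arfgef3 and Tmprss9 had a DMR in SSCT F0, in SSCT F1 and in 1 SSCT F2 comparison. In Arfgef3 on chromosome 10, the window at 18709001 to 18710000 had a difference of -88.0 percentage points in SSCT F0, and another at 18660001 to 18661000 gained 33.7 in SSCT F1 and 28.8 in SSCT F2/M (exact permutation tests, two-sided, p = 0.4, 0.0794 and 0.119). The DMRs of Tmprss9 on the same chromosome started at 80889001 in SSCT F0 (-46.0 percentage points, exact p = 1), at 80888001 and 80896001 in SSCT F1 (-32.6 and 29.4, exact p = 0.127 and 0.111) and at 80897001 in SSCT F2/P (33.6, exact p = 0.127), each a different window. The -88.0 of Arfgef3 and the -46.0 of Tmprss9 in SSCT F0 are read-weighted differences. By the mean of the mice, the Arfgef3 window was at 63.8% ± 55.4 in SSCT F0 and 100% ± 0 in control F0 (SD, n = 3). For Tmprss9, methylation at the window was higher in SSCT F0 by the mean of the mice. It was 66.7% ± 57.7, against 59.5% ± 17.4 in control F0 (SD, n = 3). The windows of Arfgef3 and Tmprss9 lay in the gene spans, and whether they lie in exons or promoters was not analysed here. With the F test, with limma and at 20 reads, 0 genes had a DMR in each generation, and with a difference of 10 percentage points 9 had one. Tal2, Mars, Tet1, Capn11, Slc13a4 and Pou2f2 had DMRs in SSCT F0 and SSCT F1 and 0 in the SSCT F2 comparisons. The Tal2 window at 53786001 to 53787000 of chromosome 4 was called in SSCT F0, with 0% ± 0 against 22.8% ± 20.8 in control F0 (SD, n = 3, exact permutation test, two-sided, p = 0.4), and in SSCT F1. In SSCT F2/M, 0 of 2 windows of Tal2 passed the thresholds. Over all windows, SSCT F0 had 12 DMRs in common with SSCT F1, 10 of them in the same direction, 5 with SSCT F2 (2 in the same direction), 15 with SSCT F2/M (6) and 15 with SSCT F2/P (11).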

The SSCT F0 vs control F0 was not included in the validation experiments because DBA2/J SSCT-derived donor sperm was generated in a different background mouse strain (WBB6F1/J W/W-v) somatic niche, harvested at an older age (18 months), and the yield of DNA was low.

**Table 2:** Shared genes in bold with altered DMRs between generations SSCT F0, SSCT F1 and SSCT F2 in exon and promoter regions that were analyzed for selection for further validation experiments

Overlap	Genes	SSCT F0 + SSCT F1 + SSCT F2/M	SSCT F0 + SSCT F1 + SSCT F2/P	SSCT F0 + SSCT F1	SSCT F1 + SSCT F2	SSCT F1 + SSCT F2/M	SSCT F1 + SSCT F2/P
Promoter	***Zfp229***	−	−	−	+	+	+
	***F930017D23Rik***	−	−	−	+	−	+
	*Bag2*	−	−	−	−	−	+
	***Nudt1***	−	−	−	−	−	+
	*Mrm2*	−	−	−	−	−	+
	*Gm12011*	−	−	−	−	−	+
	*Slc13a4*	−	−	+	−	−	−
	*Zfp513*	−	−	−	−	+	−
Exon	***Gm6590***	−	−	−	+	+	+
	***F930017D23Rik***	−	−	−	+	−	+
	***Gpx8***	+	−	+	−	+	−
	***Tal2***	+	−	+	−	+	−
	***C130012C08Rik***	−	+	+	−	−	+
	*BC035947*	−	−	+	−	−	−
	*Mars*	−	−	+	−	−	−
	*Tet1*	−	−	+	−	−	−
	*Slc13a4*	−	−	+	−	−	−
	*Capn11*	−	−	+	−	−	−
	*Pou2f2*	−	−	+	−	−	−
	*Dlg4*	−	−	−	−	+	−
	*Ppm1g*	−	−	−	−	+	−
	*Arfgef3*	−	−	−	−	+	−
	*Kctd10*	−	−	−	−	+	−
	*Myo1h*	−	−	−	−	+	−
	*Gm15966*	−	−	−	−	+	−
	*Mt3*	−	−	−	−	−	+
	*Epha2*	−	−	−	−	−	+
	*Kcnk10*	−	−	−	−	−	+
	*Nudt1*	−	−	−	−	−	+
	*Gm12011*	−	−	−	−	−	+
	*Elmsan1*	−	−	−	−	−	+
	*Tmprss9*	−	−	−	−	−	+

F2/M—F2 generated from the maternal line, F2/P—F2 generated from the paternal line

Validation by BSP of the selected statistically significant ≥ 25% hypo- and hypermethylated genes found by RRBS in both F1 and F2 generations could not be confirmed (Additional file 1: Table S3). However, for one gene designated *Tal2*, a 10% methylation difference in several CpGs could be observed (Fig. 4), with a decreased DNA methylation level in SSCT F1 mice sperm compared to control F1 mice sperm, thereby confirming RRBS results with a lower percentage of methylation difference.

**Fig. 4:**
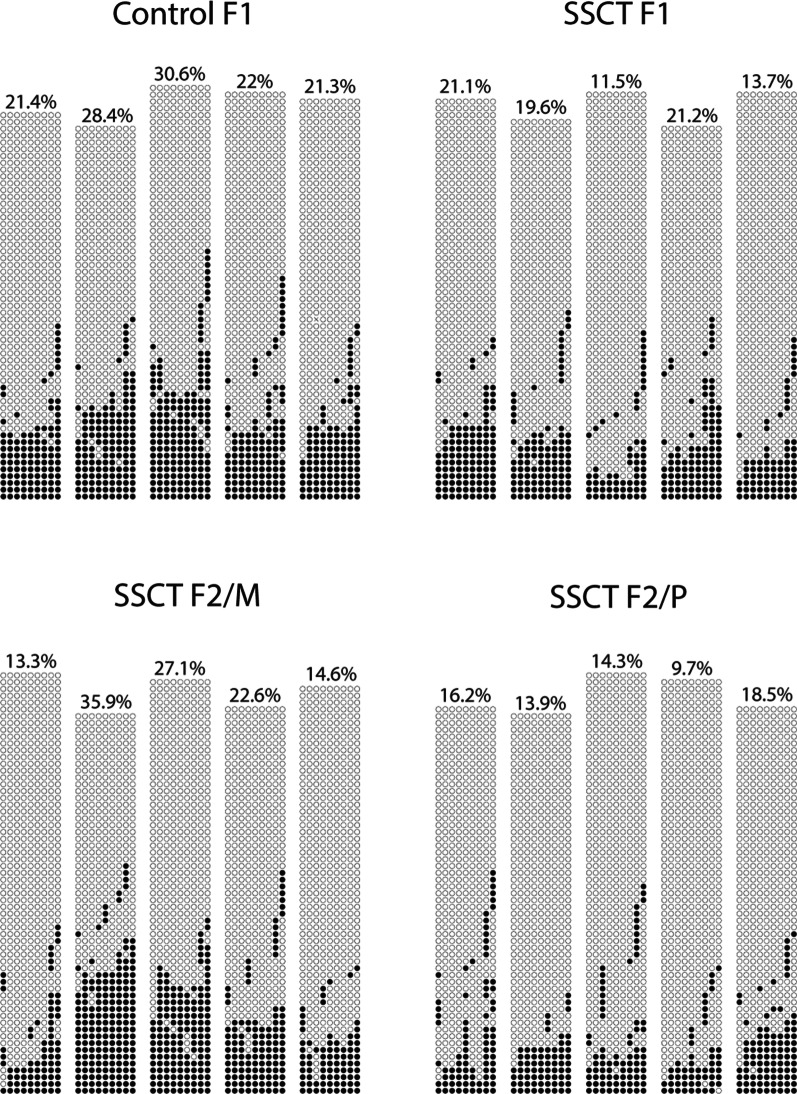
Validation of RRBS results with BSP of *Tal2* from individual sperm samples. Overall CpGs presented the following averages per group: control F1 24.7% ± 4.4%, SSCT F1 17.4% ± 4.5%, SSCT F2/M 22.7% ± 9.3%, SSCT F2/P 14.5% ± 3.2% presenting the highest difference of 10% methylation difference between SSCT and control (*n* = 5 per offspring subgroup in the F1 and F2). F2/M—F2 generated from the maternal line, F2/P—F2 generated from the paternal line

To determine if the epigenetic variations found in *Tal2* in RRBS and BSP analysis led to altered gene expression, we quantified the RNA levels of *Tal2* in organs that normally express this gene (namely, testis [22, 23], ovary and kidney, Search: Tal2—The Human Protein Atlas) with RT-qPCR to explore the potential biological impact. Gene expression analysis found no statistically significant differences between control F1 and SSCT F1, SSCT F2/M or SSCT F2/P groups in *Tal2* expression in testis biopsy (Fig. 5A). However, there is a statistically significant difference between groups in *Tal2* expression for ovary (Fig. 5 B, *p* = 0.029). Post hoc analysis determined this significance originates from the difference between SSCT F1 and control F1. A higher expression in SSCT F1 is consistent with the lower methylation levels as found in BSP analyses in sperm samples. Statistically significant differences were also found between groups in *Tal2* expression for kidneys (Fig. 5C, p = 0.036). This significance originates from the differences between SSCT F1 and the SSCT F2/P group; however, expression did not differ compared to control F1 animals for all SSCT generations.

**Fig. 5:**
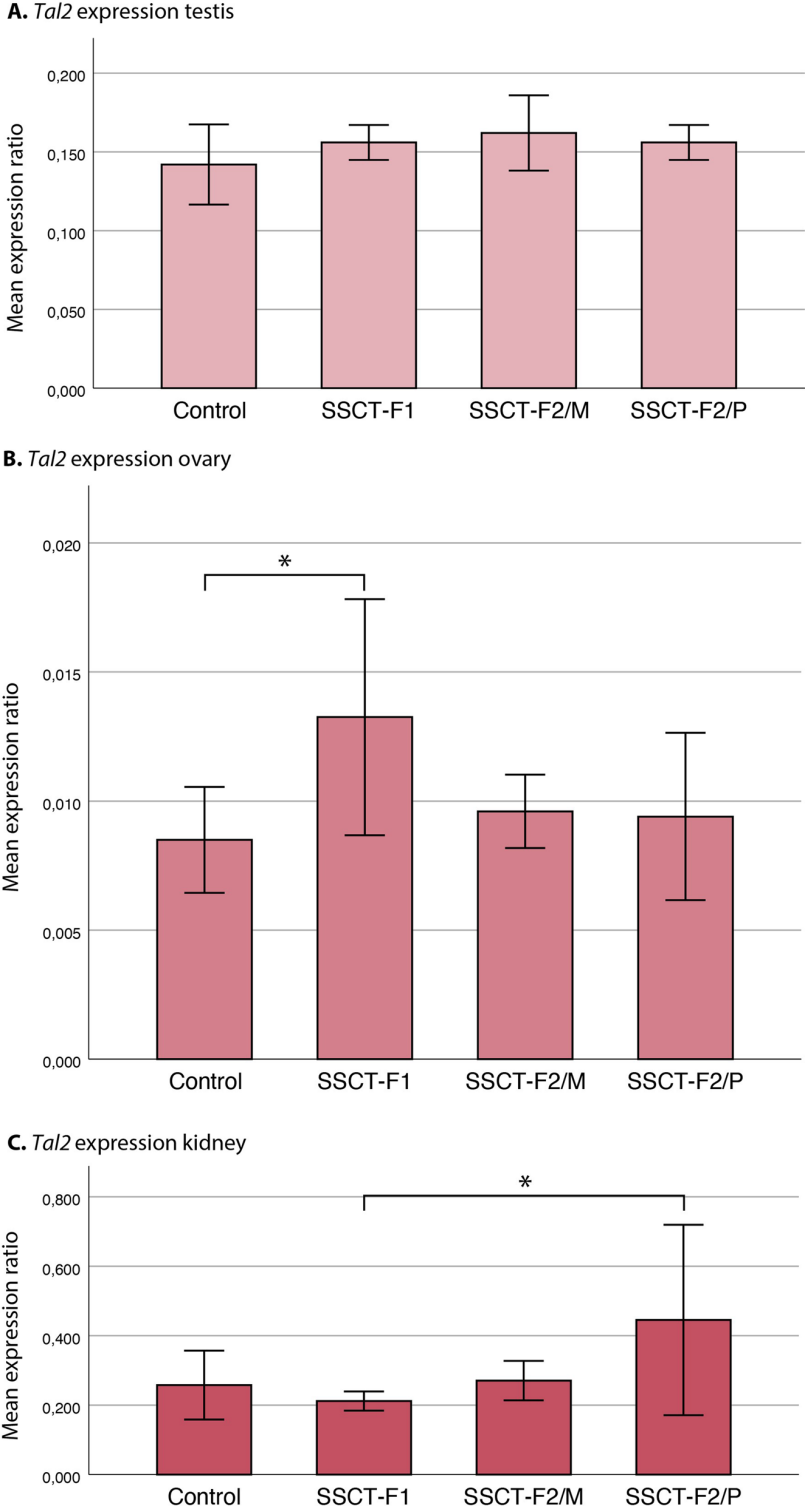
Comparative *Tal2* gene expression analysis with RT-qPCR. **A** testis, **B** ovary, and **C** kidney between control F1 and SSCT offspring in F1 and F2/M and F2/P. The bar chart and statistical analyses with ANOVA followed by Tukey’s post hoc testing represent the RNA expression between groups of all generations, (*n* = 5 per organ, per offspring subgroup in the F1 and F2, RT-PCR performed in technical triplos). *Statistically significant differences observed between groups (*p* < 0.05). F2/M—F2 generated from the maternal line, F2/P—F2 generated from the paternal line

## Discussion

SSCT, as a novel stem cell therapy, aims to permanently restore fertility in men after gonadotoxic treatments during childhood. Potential environmental stress during long-term SSC propagation, required for successful transplantation, could affect early epigenetic events during spermatogenesis, which in turn can affect the health of the offspring born from these cells.

In this study, we performed RRBS to study DNA methylation in a multi-generational mouse model after transplantation of long-term cultured SSCs into infertile F0 fathers. We found no major differences in methylation between SSCT-derived offspring compared to control, both in sperm of the F1 and F2 generation. This suggests that the stability of DNA methylation is preserved or restored during development after SSCT. These results are in agreement with a detailed life-long health assessment of the SSCT-derived mice and their second generations that SSCT offspring have similar health conditions during childhood and adulthood compared to control [24].

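The read-weighted mean methylation over the filtered CpGs was 36.4% ± 2.32 in SSCT F1 and 37.1% ± 1.74 in control F1 (SD, n = 5 in each group), a difference of -0.787 percentage points (exact permutation test, two-sided, p = 0.556). It was 37.7% ± 1.65 in the pooled SSCT F2 mice (n = 10), a difference of 0.529 from control F1 (exact p = 0.569). The differences of SSCT F2/M and SSCT F2/P from control F1 were 0.604 and 0.455 (exact p = 0.579 and 0.706). Each of these was smaller than the SD between the mice of a group. In SSCT F0 the mean was 17.2% ± 11.0 against 33.5% ± 5.83 in control F0 (n = 3 in each group, exact p = 0.2). At the CpGs covered in all libraries compared, the SSCT F0 mean was 6.29% ± 1.66 and the control F0 mean 8.24% ± 0.928. The signs of the small offspring differences depend on single libraries, since without SSCT F1 replicate 1 the SSCT F1 difference was 0.192, and without control F1 replicate 4 those of SSCT F2 and SSCT F2/P were -0.0689 and -0.144. From the absence of major differences in the offspring, the paper proposes that DNA methylation remains stable or is restored after SSCT.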

The strength of our study is the use of a broad genome methylation analysis such as the RRBS technique, which warrants a non-biased approach of studying potentially affected DNA methylation throughout the genome in areas enriched in CpGs. Therefore, this study investigated for the first time the epigenetic effects in multiple generations of SSCT-derived offspring from long-term cultured SSCs.

The weakness of our study is that after arranging all the samples through unsupervised clustering indicated that sperm from transplanted males (F0) differed from all other samples. The differences found in SSCT F0 compared to control F0 may be attributed to the persistence of culture-induced epimutations in SSCs after SSCT-derived spermatogenesis but are not transferred to the following generations. However, it might also well be that the distinct grouping of SSCT F0 fathers originates from the difference in age of the animal at sperm collection (18 months F0 versus 3 months F1 and F2) [25] or the fact that DBA2/J donor SSCs were transplanted in a different mouse strain background (W/W-v in WBB6F1/J strain) somatic niche, which may differ from a DBA2/J somatic environment and therefore represents a weakness of our study. Still, these differences do not persist in subsequent generations, and it can therefore be assumed that the majority of epimutations are reset during spermatogenesis and/or embryogenesis in the F1. In addition, no distinct grouping based on their pattern of methylation differences could be detected in SSCT F1 and SSCT F2, compared to control F1, indicating that the individual samples in SSCT F1 and SSCT F2 have variable epigenetic patterns indistinguishable from each other in all offspring and no specific pattern to a certain generation. By selecting sperm as a sample, we benefited from the homogeneity of the sperm cell pool, instead of using a heterogeneous somatic tissue sample that could mask any alterations in the DNA methylation, due to the noise of the multiple and diverse cell types. However, DNA methylation differences in the F0 sperm might cause abnormalities in F1 somatic tissues of the F1. Reassuringly, from a previous study we determined that if there were any alterations, they are not contributing in a major way to the offspring health [24].

After statistical analysis of all RRBS methylation differences in SSCT F1 and SSCT F2, less than 0.5% of the DMCs and DMRs were found to be statistically significant hyper or hypomethylated with ≥ 25% difference. After genomic annotation of the methylation differences, only a minority of the DMCs and DMRs were annotated to exons and promoters. Given the location of these modifications, they could possibly result in biologically relevant modifications that have pathological consequences. However, focusing on these two genomic regions, BSP could not confirm the > 25% hyper and hypomethylation for most genes that were hyper or hypomethylated in multiple generations according to RRBS. Only the hypomethylation in *Tal2* was verified, although at a lower difference (~ 10%).

To investigate whether the hypomethylation of *Tal2* could incur translational differences in the SSCT offspring, gene expression analyses were performed, and no differences were found on *Tal2* expression in the testis of SSCT offspring compared to control. However, the expression results may be biased, as sperm cells account for a small part of the total testis tissue. In the ovary, where *Tal2* is also expressed, the lower methylation led to a significantly increased gene expression in SSCT F1 compared to control F1, which did not persist to the F2 generation either via the female or male origin. Conversely, a decreased, rather than increased, *Tal2* expression is generally found in epithelial ovarian carcinoma [26, 27]. It needs to be noted that a previous multi-generational study [24] investigating the general health of the offspring after SSCT with long-term cultured SSCs, found three out of forty-seven cases of sarcoma specifically in the female reproductive system (ovary, uterus) in SSCT F1 and none in control. Whether this specific malignancy found in the previous study is associated with a higher expression of *Tal2* as found in this study is still unknown, since sarcomas have a divergent molecular pathology compared to carcinomas. On the contrary, while the left ovary weight was the same for all groups, the right ovary actually had a significantly lower weight in SSCT F1 (at 18 months of age) compared to control, despite all the females being fertile [24]. A lower ovary weight is reassuring since it indicates that these animals probably do not have cancer, as malignancies would be associated with increased weight. More research is necessary to investigate this potential association between *Tal2* expression and ovarian diseases. Therefore, ovarian malignancies should be monitored closely in offspring of future SSCT-derived girls and women. No differences in weight or histopathology were found in both kidneys of SSCT offspring compared to controls, also indicating no functional alteration of the hypomethylation of *Tal2* in this organ.

In our results, we did not find any alterations in parentally imprinted genes. Our results are in line with the outcome from Goossens et al*.*, who analyzed the health of the offspring as well as DNA methylation patterns of *α-Actin* and imprinted genes *Igf2* and *Peg1*, which were not different among controls and first and second-generation offspring after SSCT using uncultured SSCs. This corroborates the finding that murine SSCs after long-term culture are epigenetically stable based on a few imprinted loci [5]. In addition, even though the majority of DMRs were present in intergenic regions, no intergenic DMRs spanning all generations (F0-F2) contained known enhancers and IAP elements. The latter have been correlated to transgenerational inheritance of epigenetic traits [28]; therefore, it is reassuring that these elements are stable in SSCT offspring. Our results are consistent with our previous results in a larger cohort of animals, where we found that physical and developmental parameters in the SSCT offspring are similar to control [24]. However, since human SSCs do show epigenetic differences after culture [29, 30], epigenetic studies are needed during the follow-up of the children in Phase I clinical trials of SSCT. Before clinical implementation of SSCT as treatment in human, some safety features of the procedure still must be investigated [31, 32]. The optimal cryopreservation protocol of testicular tissue has been established but has not been standardized yet [32]. As the methods for SSC propagation are optimized in rodents, the human culture still requires fine tuning to achieve the same results. Therefore, as new culturing conditions (temperature, growth factors, supplements) are advanced in the human culturing method, their effects should also be studied in human both preclinically and in Phase 1 clinical trials.

## Conclusions

We can conclude that some epimutations exist in sperm from SSCT-derived offspring but reassuringly these do not seem to have major pathological effects. This study on epigenetic stability and the previous study on general health in SSCT offspring in multi-generations can be used to request ethical approval for the introduction of SSCT in phase 1 clinical trials, along with a follow-up of the children, once human SSC culture is optimized and confirmed epigenetically safe.

## Methods

### Study design

Mouse neonatal SSCs (4–8 days postpartum, DBA/2 J) were propagated in vitro and subsequently transplanted into sterile males (W/W-v) as part of our previous study on the general health of SSCT-derived offspring [24]. SSCs were cultured as described previously [15, 24, 33]. In brief, the testis biopsies were digested in collagenase, followed by Trypsin/EDTA, HBSS and DNase. The cells were plated in 0.1% gelatin coated plates at a density of 200.000 cells/well in supplemented Stem Pro-34. Floating cells were passaged to non-coated plates. After the third passage, cells were cultivated with mouse embryonic fibroblasts. Ultimately, seven different cell lines cells were cultured up to 50 days to at least passage 5 before transplantation. The offspring were generated by mating control males (DBA/2 J, *n* = 3) and transplanted male mice (sterile W/W-v transplanted with DBA2/J SSCs, *n* = 3) with control females (DBA/2 J, *n* = 28). In the control group, only one generation was bred (inbred DBA/2 J) for welfare reasons according to the reduction principle of the 3Rs, while in the SSCT group two generations were bred, a first generation derived from transplanted male and wildtype female mice (SSCT F1). A second generation was bred by mating control males with SSCT F1 females as mothers (generating from the maternal line, SSCT F2/M) or by mating control females with the SSCT F1 males as fathers (generating from the paternal line, SSCT F2/P) (Fig. 6).

**Fig. 6:**
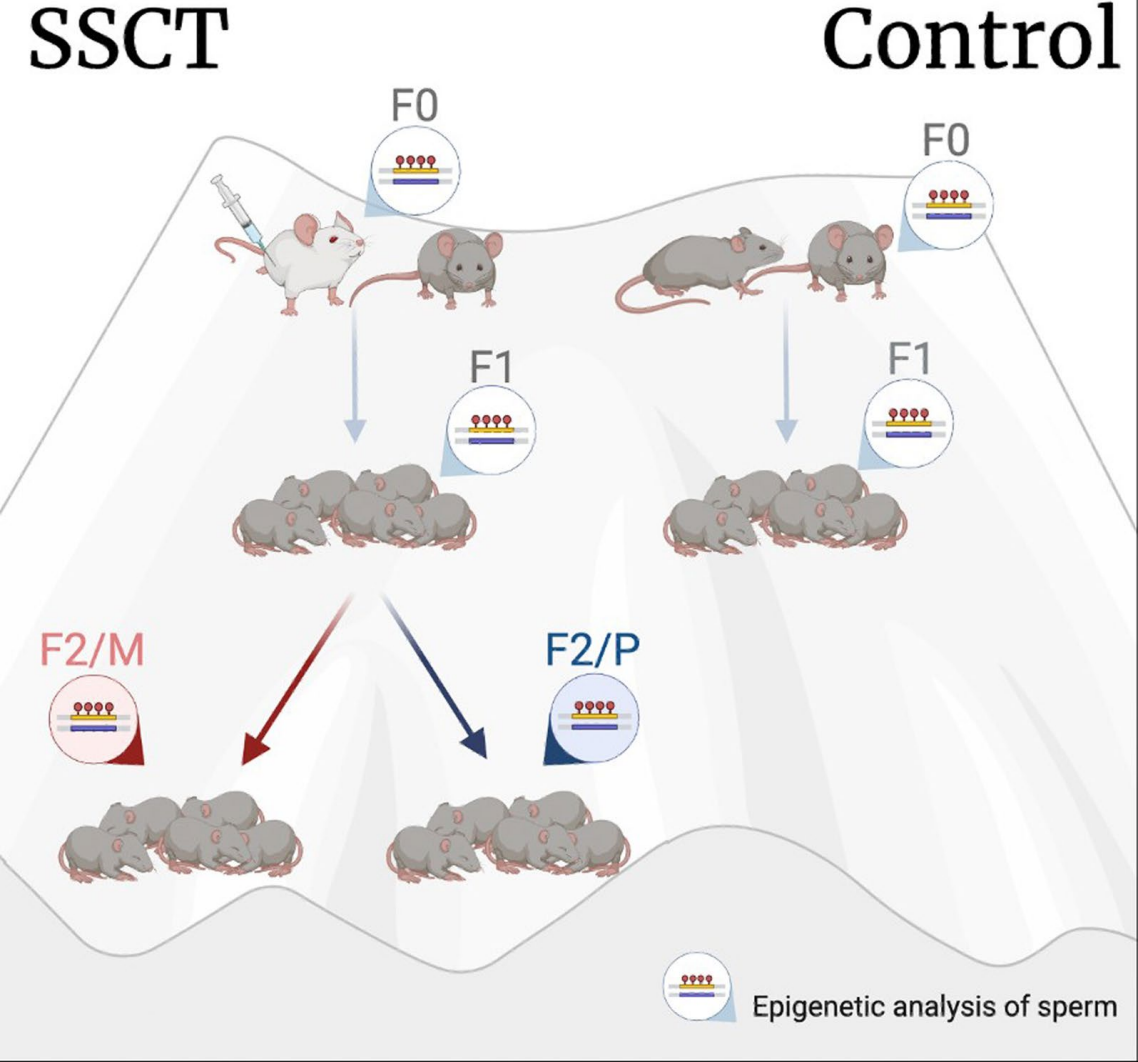
Multi-generational mouse model of SSCT offspring generation. F0—transplanted mice, F1—first generational born after SSCT, F2—second generational born from one SCCT-derived parent F2/M—F2 generated from the maternal line, F2/P—F2 generated from the paternal line. Sperm was collected from five males of each generated offspring for comparison of DNA methylation status (*n* = 3 in the F0, *n* = 5 per offspring subgroup in the F1 and F2)

### Mice husbandry and welfare

The experiments were performed according to the European Directive 2010/63/EU on the protection of animals used for scientific purposes and licensed by the Dutch competent authority (AVD1180020171524). The Animal Welfare Body of the Amsterdam UMC, location the Academic Medical Center, was responsible for overseeing the experiments. The animals were in a 14:10 h reversed day/night cycle, with a standard rodent chow diet (Envigo 2016 Teklad global 16% protein rodent diet) and water available ad libitum in open cages. The mice were housed socially with their littermates of the same sex, and the cages were switched frequently throughout the room. The animal caretakers and researchers were blinded for the whole duration of the study. Daily observations were recorded in a logbook that registers the handling of each animal. When required, a veterinarian or animal welfare officer was contacted for advice on welfare issues. An independent researcher was responsible for administrative monitoring throughout the study: arranging breeding schemes; animal selection for this specific study and breeding and kept the key for the blinded researchers. When choosing animals for the breeding schemes, the use of animals couples derived from the same parents was avoided to circumvent parental effects.

### Biological material collection

Animals were sacrificed at 3 months of age by C02 asphyxiation according to the guidelines. Epididymal sperm was isolated from control F1, SSCT F1, SSCT F2/M and SSCT F2/P offspring (*n* = 5 for each). For the three SSCT F0 transplanted W/W-v males and DBA2/J controls, donor-derived DBA2/J and control epididymal sperm were isolated at 16–18 months of age, as they were needed to breed the offspring for a prolonged time. In addition, the following organs were harvested from the F1 and F2 mice at 3 months of age and stored at − 80 °C: testis, ovaries, uterus, bladder, intestine, spleen, stomach, liver, kidneys, lungs, heart, thymus and brain for validation studies. In all groups, sperm was isolated from the cauda epididymis in a droplet of human tubular fluid (HTF) medium by piercing the tissue with fine tweezers and a needle, followed by incubation for 1 min at 37 °C degrees. The presence of sperm was confirmed under the microscope. After removing the tissue, the HTF with sperm was collected in an Eppendorf and washed in 500uL phosphate-buffered saline (PBS). For purification of the sperm, the suspension was carefully pipetted into a falcon with 2 mL PureSperm 70% (Nidacon) while having the falcon almost horizontal and centrifuged for 20 min at 300 RCF no break at room temperature (RT). The pellet was then washed with 5 mL HBSS or PBS and centrifuge for 10 min at 500 RCF after which the pellet was SNAP frozen and stored at − 80 °C for further analysis.

### DNA isolation

DNA was extracted from the pelleted sperm by resuspending in 250 µl of sperm lysis buffer (0.075 M NaCl; 0.025 EDTA; 0.0275 M NaOH; 10% SDS, pH 8.0), transferred to a 1.5 ml tube together with 25 µl proteinase K (20 mg/ml) and 2.5 µl 1 M DTT. The tube was vortexed and placed overnight at 55 °C in a shaking heat block at 750 rpm. Subsequently, 92.5 µl of 6 M NaCl was added, followed by centrifugation for 5 min at full speed in a microcentrifuge. The clear supernatant was transferred to a new tube and centrifuged again for 5 min at full speed. Glycogen solution (20 mg/ml) was added to a final concentration of 0.1 µg/µl along with 0.7 volume of isopropanol and mixed gently and incubate for 1 h at − 20 °C and centrifuged for 15 min at full speed at 4 °C. The pellet was washed with 70% EtOH and air dried for 5–10 min and dissolved in 20 µl Tris EDTA buffer (TE) by pipetting up and down. The concentration of the isolated DNA was measured with a Nanodrop.

### Bisulfite conversion and RRBS

The bisulfite conversion and reduced-representation bisulfite sequencing (RRBS) were performed at Diagenode (Belgium). Briefly, the DNA concentration of the sperm samples was measured using the Qubit® dsDNA BR/HS Assay Kit (Thermo Fisher Scientific). DNA quality of the samples was assessed with the Fragment Analyzer™ and the DNF-487 Standard Sensitivity or the DNF488 High Sensitivity genomic DNA Analysis Kit (Agilent). RRBS libraries were prepared using the Premium Reduced-Representation Bisulfite Sequencing (RRBS) Kit (Diagenode Cat# C02030033). Following library preparation, samples were pooled (pools of eight or nine samples). After the final library amplification, the PCR clean-up was completed using 1.45 × beads/sample ratio of Agencourt® AMPure® XP (Beckman Coulter). RRBS library quality control DNA concentration of the pools was measured using the Qubit® dsDNA HS Assay Kit (Thermo Fisher Scientific). High Sensitivity DNA chip for 2100 Bioanalyzer (Agilent) was used to check the profile of the pools. In case of too high adapter dimer peaks, the pools were size selected one more time using 1.45 × beads/sample ratio of Agencourt® AMPure® XP (Beckman Coulter) and quality control steps were performed again. HiSeq3000 (Illumina) was used to sequence the RRBS library pools using 50 bp single-read sequencing (SR50). 

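Each library held reads of an unmethylated and a methylated control DNA, from which conversion can be read. The share of methylated calls in the unmethylated control was between 0.542% and 1.26% over the 26 libraries, with a median of 0.887%, which gives a conversion between 98.7% and 99.5%. Conversion was at least 99% in 20 of the 26 libraries. In SSCT F0 replicate 3 the share was 1.26% (95% Wilson interval 1.24% to 1.27%), and in SSCT F2/P replicate 1 it was 1.22% (1.02% to 1.45%). The intervals of these 2 libraries lay wholly above 1%. The methylated control was called methylated in 98.2% to 98.9% of reads. PCR reads without molecular identifiers are not independent molecules, so such intervals cover counting error only.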

Bisulfite conversion efficiency was higher than 99% for all samples.

### Gene ontology analyses

Gene ontology analyses and graphical representation of gene enrichment were performed using ShinyGO enrichment tool (Accessed 25th July, 2022 at http://bioinformatics.sdstate.edu/go/) [34].

### Quantitative Bisulfite Sanger sequencing PCR

For validating RRBS results, bisulfite sequencing PCR (BSP) was performed as previously described [8]. Briefly, bisulfite conversion was performed with EZ DNA Methylation-Gold Kit from Zymo research according to the instructions on the kit. Primers were designed using Methprimer 2.0 [35] for the sequence of interest. Two sets of primers that covered the highest number of CpGs per gene were selected for amplification of bisulfite-converted DNA for the specific region of interest. Primers were validated on forehand and optimized using control sperm DNA (C57BL6/J) and a commercially available unmethylated control (EpigenDx) (Additional file 1: Table S2). Ultimately, primers were chosen depending on the successfulness of the PCR results (single bright band after gel electrophoresis), and the highest number of CpGs that the primers covered within the region of interest.

Amplification was performed with the Epitec Master Mix PCR product or AmpliGold Polymerase PCR product. Either the PCR product was used directly for molecular cloning, or after clean-up with Roche’s High Pure PCR Cleanup Kit according to the manufacturer’s description. For cloning, the DNA was intergraded into the TOPO vector using the TOPO TA Cloning kit by Invitrogen to allow sequencing from the T7 site according to the manufacturer’s protocol. After cloning in NEB 5-α competent E. coli cells, these bacteria were grown overnight on an agar plate with 50 μg/ml ampicillin, 100 mg/ml Isopropyl β-d-1-thiogalactopyranoside (IPTG) and 100 mg/ml of 5-bromo-4-chloro-3-indolyl-β-D-galactopyranoside (X-GAL). Overall, 60 clones per gene from all 20 samples (*n* = 5 for control F1 and SSCT F1, SSCT F2/M and SSCT F2/P) were Sanger sequenced with Big Dye Buffer, Big Dye Terminator and T7 primers. The sequencing quality was checked in Codon Code (https://www.codoncode.com/). The sequences were finally analyzed for their CpG methylation status using the web-based bisulfite sequencing analysis tool QUMA and pairwise analyses were performed to align bisulfite sequences with their genomic sequence (http://quma.cdb.riken.jp/). Ultimately, graphical representations of the bisulfite alignment between the target genomic sequence and each bisulfite sequence were displayed as DNA methylation patterns in black/white circles and downloaded from QUMA.

### Gene expression analysis

RNA was isolated from selected organs using RNeasy Fibrous Tissue Mini Kit (Qiagen). DNA was removed with the DNAse Max kit (Qiagen). RNA concentration was measured with Nanodrop, and its integrity was verified on the 2100 Bioanalyzer (Agilent Technologies). RNA samples were cleaned with the Qiagen Mini Elute kit when the ratio 260/230 was too low. cDNA was synthesized using random primers (50 ng per 1 ug RNA, Promega), 1.25 µl of 10 mM dNTP-mix (Promega) and M-MLV Reverse Transcriptase (Invitrogen). For qPCR, oligonucleotide primers were designed using the NCBI website and optimized for the target gene *Tal2* (Additional file 1: Table S2), and three reference genes *Sart3*, *Oraov1*, *Fam192*, which were tested and selected for stable expression for all used tissues and cells (Additional file 1: Table S2). qPCR reactions were carried out in triplicate with the LightCycler 480 SYBR Green I Master (Roche), 0.5 μM of forward and reverse primers, and a final volume of 20 μl in 96-well plates using the LightCycler480 PCR machine (Roche). The LinReg software (version 11.0, http://LinRegPCR.nl) [36] was used according to the manufacturer's instructions to calculate the starting concentration (N0 value) of the gene transcripts based on the fluorescence level per cycle number in each sample. PCR specificity of the amplified products was checked on a 3% agarose TBE gel with ethidium bromide and visualized on a Gel Doc XR system (Bio-Rad) to confirm the presence of a single band at the correct size.

### Statistical analysis

For sperm collection, five male mice per generation (sub)group were selected at random using an online random number generator but avoiding brothers or sisters in the same group. The DNA methylation levels between groups were compared as follows: control F0 vs SSCT F0, control F1 compared to SSCT F1, SSCT F2, SSCT F2/M and SSCT F2/P.

Differential methylation analysis to investigate the methylation status of CpG-rich regions of the genome was performed using the Methylkit v1.7.0 [6], a R/Bioconductor package. All CpGs results were filtered for good coverage (CpGs with coverage less than 10X in all samples per comparative group were discarded, while CpGs with coverage higher than the 99.9th percentile were also discarded). The differentially methylated regions (DMRs), with a window and step size of 1000 bps, were subsequently annotated based on their CpG context or genomic region. Differentially methylated CpGs (DMCs) and DMRs were calculated and a > 25% change of methylation between SSCT and control samples with a *q*-value < 0.01 was considered statistically significant and potentially biologically relevant [37, 38]. For gene expression analyses with RT-qPCR, the mean expression ratios were statistically evaluated using IBM SPSS Statistics 28 by ANOVA followed by a Tukey post hoc analysis.

## Supplementary Information

**Additional file 1.** Supplementary tables and figures.

## Data Availability

All data is included in this published article and its supplementary information files. The datasets generated and/or analyzed during the current study are available in the GEO repository (number GSE213399).

## Abbreviations

SSCT: Spermatogonial stem cell transplantation
SSC: Spermatogonial stem cell
COBRA: Combined bisulfite restriction analysis
*H19*: H19 Imprinted Maternally Expressed Transcript
*MEST*: Mesoderm specific transcript
DMR: Differentially methylated region
*MEG3*: Maternally Expressed 3
*KCNQ1OT1*: KCNQ1 Opposite Strand/Antisense Transcript 1
*PEG3*: Paternally Expressed Gene 3
IVF: *In vitro* Fertilization
ICSI: Intracytoplasmic sperm injection
ROSI: Round spermatid injection
3Rs: Replacement, Reduction and Refinement
HTF: Human tubular fluid
PBS: Phosphate-buffered saline
RT: Room temperature
HBSS: Hanks' Balanced Salt Solution
RCF: Relative Centrifugal Force
NaCl: Sodium chloride
EDTA: Ethylenediamine tetraacetic acid
NaOH: Sodium hydroxide
SDS: Sodium dodecyl sulfate
DTT: DL-Dithiothreitol
rpm: Revolutions per minute
EtOH: Ethanol
TE: Tris EDTA buffer
RRBS: Reduced-representation bisulfite sequencing
PCR: Polymerase chain reaction
BSP: Bisulfite Sanger PCR sequencing
IPTG: Isopropyl β-d-1-thiogalactopyranoside
X-GAL: 5-Bromo-4-chloro-3-indolyl-β-d-galactopyranoside
NCBI: National Center for Biotechnology Information
*Tal2*: TAL BHLH Transcription Factor 2
*Sart3*: Spliceosome Associated Factor 3, U4/U6 Recycling Protein
*Oraov1*: LTO1 maturation factor of ABCE1
*Fam192*: Proteasome Activator Subunit 3 Interacting Protein 1
TBE: Tris-borate-EDTA
DMC: Differentially methylated CpGs
RT-qPCR: Reverse transcription quantitative real-time polymerase chain reaction
ANOVA: Analysis of variance
*Igf2*: Insulin-like growth factor 2
*Peg1*: Paternally expressed gene 1

# Supplementary material for: Sperm DNA methylation is predominantly stable in mice offspring born after transplantation of long-term cultured spermatogonial stem cells
**Source:** Clin Epigenetics. 2023 Apr 7;15:58. doi: 10.1186/s13148-023-01469-x
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary tables and figures.

**Supplementary data**

**Table S1**. DMRs of intergenic regions that displayed differential methylation spanning from F0 to F2, F2/M and F2/P, analyzed against datasets for known sequences of Intracisternal A-particle (IAP) sequences. F2/M – F2 generated from the maternal line, F2/P – F2 generated from the paternal line.

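The other regions of Table S1 are 16036 on chromosome 11 from 9889001 to 9925000, 19529 on chromosome 13 from 61575001 to 61576000, and 24697 on chromosome 18 from 39977001 to 39978000. In region 16036 the window at 9924001 to 9925000 was hypermethylated in SSCT F0, at 100% ± 0 against 59.6% ± 17.0 in control F0 (SD, n = 3, exact permutation test, two-sided, p = 0.1, the smallest possible), and the window at 9889001 to 9890000 was hypomethylated in SSCT F1 (-35.9 percentage points, exact p = 0.0873) and SSCT F2/P (-29.0, exact p = 0.183). Region 19529 is a single window, which lost 56.8 percentage points in SSCT F0 (exact p = 0.1) and was called with -28.5 in SSCT F1 (exact p = 0.222) and -32.8 in SSCT F2/P (exact p = 0.230). Region 24697, also a single window, had too little coverage to be tested in SSCT F0. It was at 43.2% ± 7.90 in SSCT F1 and 43.8% ± 12.7 in SSCT F2/P against 12.8% ± 11.8 in control F1 (n = 5), with no overlap between the groups in either comparison (exact p = 0.00794). In the pooled SSCT F2 group and in SSCT F2/M, region 19529 had too little coverage to be tested and regions 16036 and 24697 held 0 DMRs, with 3 and 1 windows tested in each. Over the 6 regions and 5 comparisons, 25 windows were called, 7 of them with an exact p under 0.05 without correction and 5 without overlap between the groups. In SSCT F0, 4 of the 6 regions had a DMR, and with the F test or limma 0 had one.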

| Genomic location | Repeat chromosome | Repeat start | Repeat end | SSCT F0 + SSCT F1 + SSCT F2 | SSCT F0 + SSCT F1 + SSCT F2/M | SSCT F0 + SSCT F1 + SSCT F2/P | IAPs present |
| --- | --- | --- | --- | --- | --- | --- | --- |
| intergenic:4459 | chr3 | 91155001 | 91793078 | + | + | + | + |
| intergenic:6440 | **chr4** | **134969001** | **135033000** | **-** | **+** | **+** | **+** |
| intergenic:7407 | chr5 | 84968001 | 85648000 | - | - | + | + |
| intergenic:16036 | **chr11** | **9889001** | **9925000** | **-** | **-** | **+** | **-** |
| intergenic:19529 | chr13 | 61575001 | 61576000 | - | - | + | - |
| intergenic:24697 | **chr18** | **39977001** | **39978000** | **-** | **-** | **+** | **-** |

**Table S2**. Primers designed for BSP validation study of the RRBS resulting genes that are affected in multiple generations, and for RT-qPCR for gene expression analysis of *Tal2*.

| **Gene** | **Step** | **Forward primer sequence** | **Reverse primer sequence** |
| --- | --- | --- | --- |
| *Zfp229* | BSP | GGGAGTGATTAGGAGTGAATTTAT | TTAATCCCAACACTCAACAAACA |
| *Lefty* | BSP | AGGTTAGGAGGAGATATATATTAGGT | AAAAAATAAAATCCTTATAAAAAC |
| *Gpx8* | BSP | TTTAATTTTGTGGAAGATGGG | ATCTAAAAATATAAAATCTATCAAACTT |
| *Tal2* | BSP | GATTGGATTTTAGATGAAAGAATAA | CAATCCAATTCATAAATTAACAAAACTT |
| *F930017D23Rik* | BSP | TTATTAAGGAGGATTAGGGTGGT | CTTACTAATAAAATCAAAACTAAACTCCTA |
| *Nudt1* | BSP | TTATTGAGATAAGGAGTTGAGTA | CCACAAAATATCCACAAAATATC |
| *Oraov1* | RT-qPCR | TGATGGCGGATGAGAGATTCC | CCATGCAAGAGCAAAACCCC |
| *Fam192a* | RT-qPCR | TGCCACCTCCCTCCTTCATA | CGCCTCCTCTGGACATTCTTTT |
| *Sart3* | RT-qPCR | ATTACAACCTGGAACGGGCA | CACAGACGTGCTCAGGGTAG |
| *Tal2* | RT-qPCR | GCCTTTGCCAAGCTGAGGAAAC | AGGCTTTGCTCTCCCAAGACCT |

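RRBS values were computed per mouse at the CpGs of Table S3 with at least 10 reads. Of 43 combinations of a CpG and a comparison with control F1, 38 could be tested. In 11 of them the exact permutation p (two-sided) was under 0.05, and in 0 after Benjamini-Hochberg adjustment over the 38. The mean of the mice differed by more than 25 percentage points in 10 of them, and the pooled reads did so in 16. The authors chose these CpGs on the same libraries, so the values are not independent evidence. In Tal2, the CpG at 53786226 of chromosome 4 was methylated at 0, 35.7, 57.6, 41.2 and 27.9% in the 5 control F1 mice and at 0, 8.57, 6.52, 0 and 0% in the 5 SSCT F1 mice, a mean of 32.5% ± 21.2 against 3.02% ± 4.20 (SD, n = 5, exact p = 0.0476, adjusted p = 0.165, 21 to 104 reads per mouse). It was at 14.8% ± 33.2 in SSCT F2/M, where 4 mice were at 0% and replicate 4 at 74.2% (exact p = 0.365), and 12.6% ± 14.6 in SSCT F2/P (n = 4, exact p = 0.135). Only the Lefty2 CpG at 180893911 of chromosome 1 had no overlap between control F1 and an SSCT group, at 15.8% ± 9.43 and 57.8% ± 13.3 in SSCT F2/P (exact p = 0.00794, adjusted p = 0.101). Without correction, Lefty2 also differed in SSCT F2 (54.9% ± 24.0, exact p = 0.00533) and SSCT F2/M (52.1% ± 33.1, exact p = 0.0397). Between SSCT F2/M and SSCT F2/P, 0 of 8 CpGs had an exact p under 0.05, the smallest being 0.375. Under the names of the sample titles 3 combinations had an exact p under 0.05, and the difference at this Tal2 CpG in SSCT F1 was 2.26 percentage points, in the other direction.

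**Figure D3:**
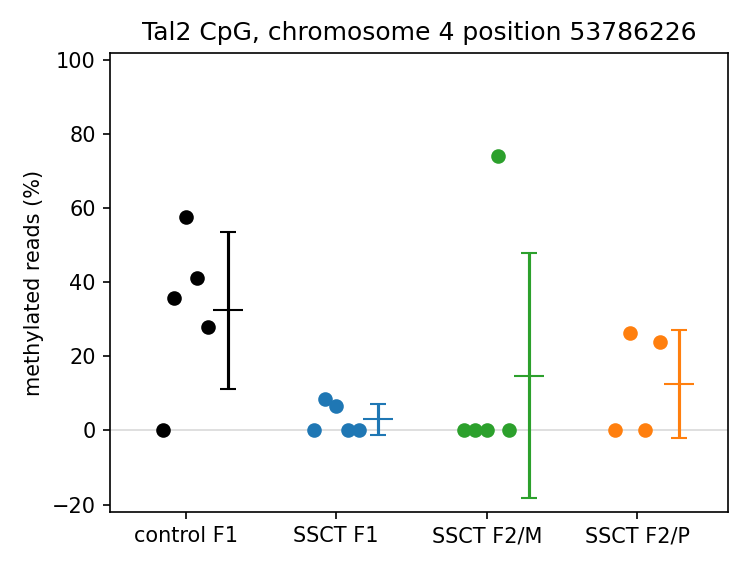
Percent of methylated reads at the Tal2 CpG at position 53786226 of chromosome 4 (y-axis) in each mouse, by group (x-axis). Each point is 1 mouse, and the bars at the side give the mean ± SD. In control F1, 4 of the 5 mice lie between 27.9 and 57.6%, and the 5 SSCT F1 mice lie between 0 and 8.57%.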

**Table S3.**  Validation by bisulfite Sanger sequencing at CpG level of the selected statistically significant hypo- and hyper-methylated genes found in several SSCT generations by RRBS.

**
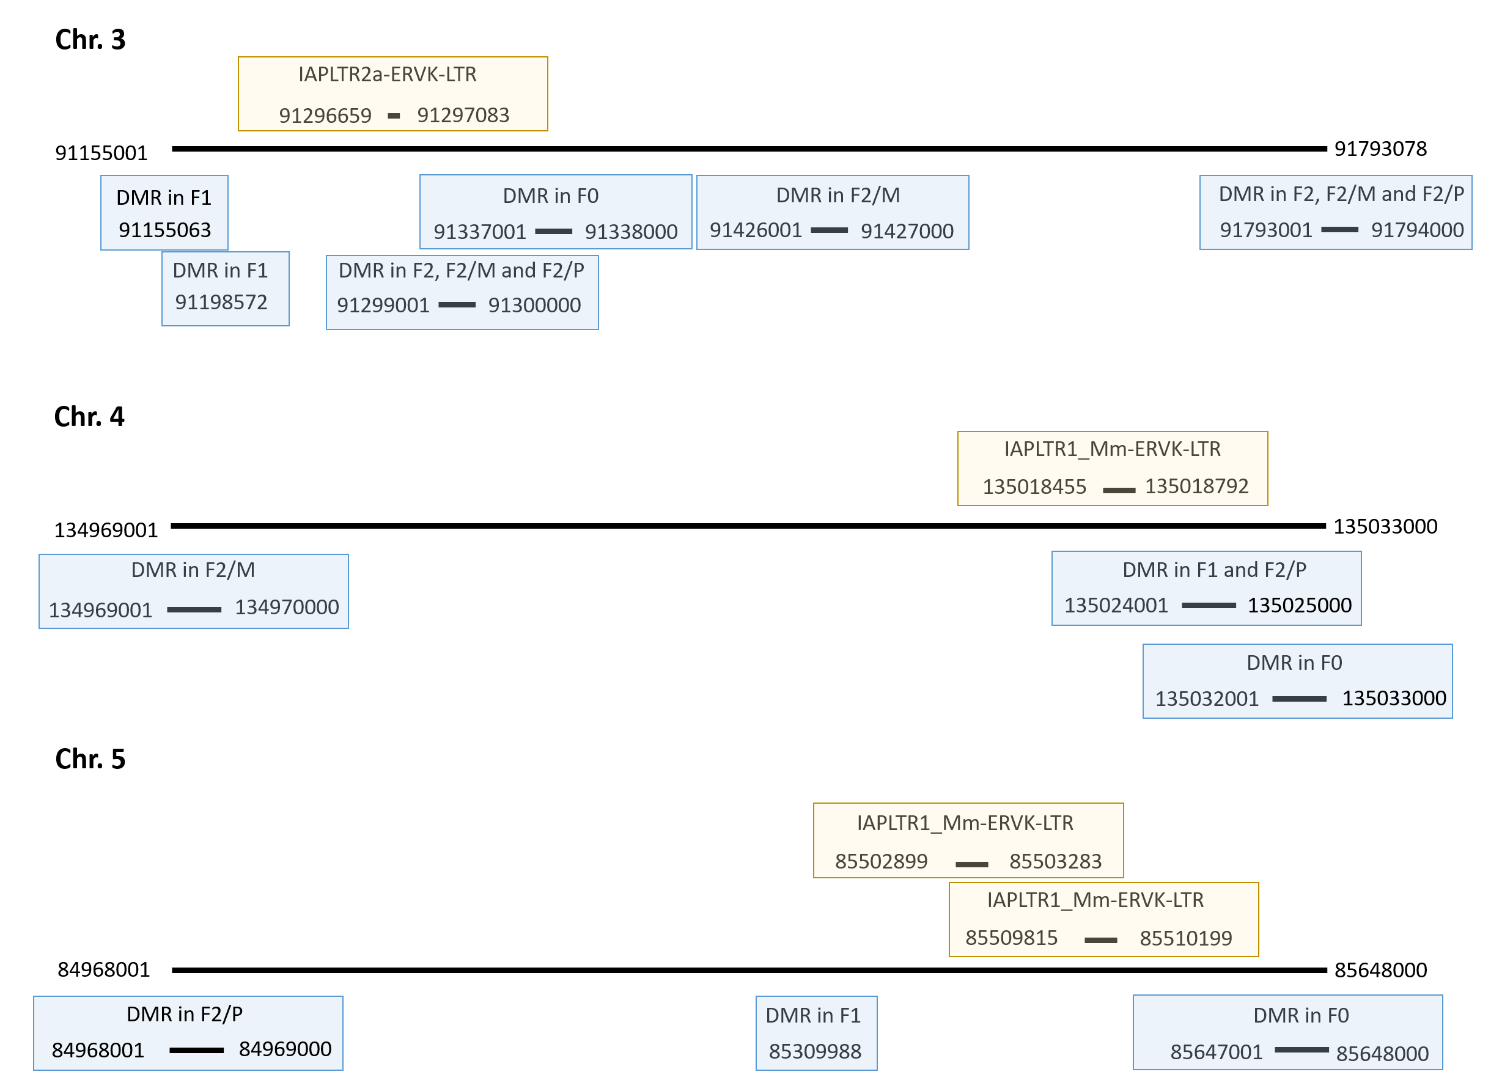
 Figure S1.** Genomic intergenic regions on chromosome 3, 4 and 5 showing annotation of the DMRs that displayed differential methylation spanning from F0 to F2, F2/M and F2/P. F2/M – F2 generated from the maternal line, F2/P – F2 generated from the paternal line compared to the annotation of existing IAPs in the same intergenic region.

**
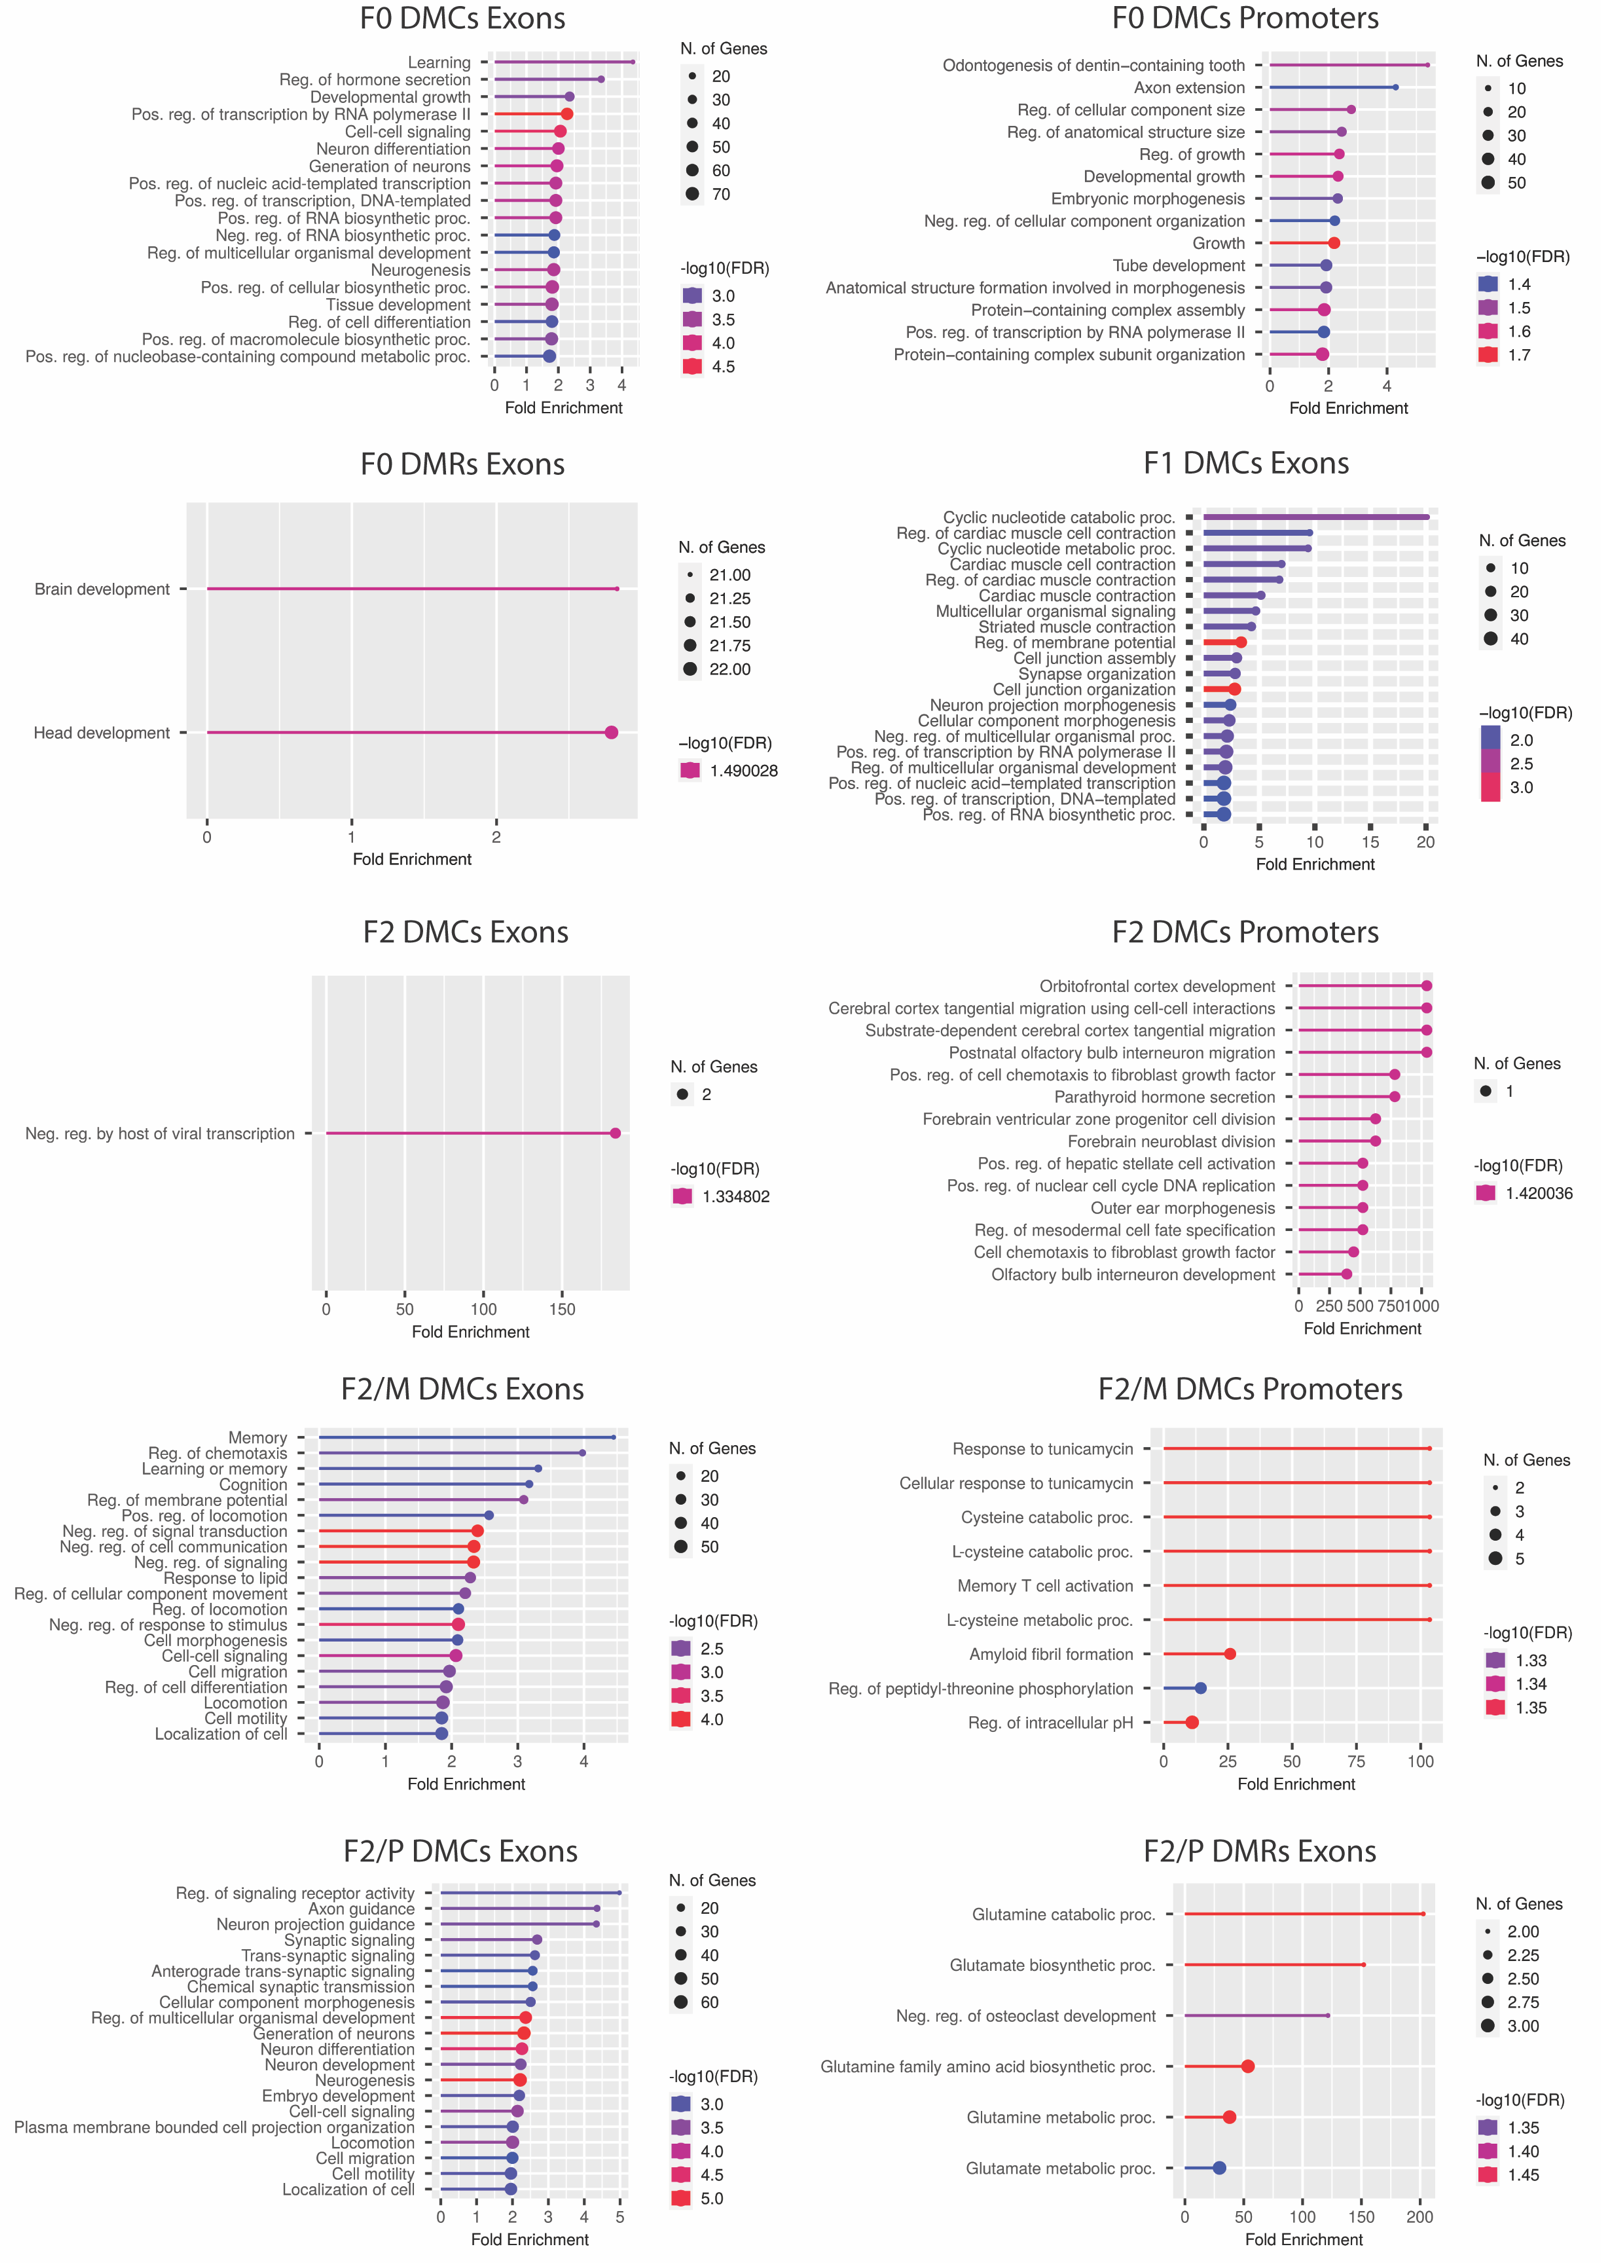
**

**Figure S2.** Gene ontology analysis, biological association of genes annotated to DMRs in exon and promoter regions in F1, F2 SSCT/M or F2 SSCT/M versus control.

How the deposited data were processed for this re-analysis (not part of the article)

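RRBS libraries of sperm from 26 male mice were analysed: 3 SSCT F0, 3 control F0, 5 control F1, 5 SSCT F1, 5 SSCT F2/M and 5 SSCT F2/P. The libraries were made with a commercial RRBS kit and sequenced as 50 bp single reads on a HiSeq3000. For each library the authors deposited, at every covered CpG position and separately for the strands, the coverage as a raw count of reads and the fraction of them that was methylated. The fraction lies between 0 and 1 and, multiplied by the coverage, gave a whole number of methylated reads at all but 33 positions, so that methylated and unmethylated reads were recovered for each position. The authors' alignment and methylation calling are included in these values, and the deposited coverage starts at 1 read. The paper's text names neither the aligner nor the genome build. The authors' later steps, made with methylKit, were repeated here from the paper's methods and were not part of the deposited values. Alignments to control DNA sequences added before library preparation were used for conversion only.

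Conditions were taken from the sample titles and from the paper. The naming of the offspring libraries that was used is that of Fig. 1 with SSCT F2/M and SSCT F2/P exchanged, because the coverage means of Table S3 matched in 53 of 55 cases under it, against 35 under Fig. 1 and 0 under the sample titles. This departs from the rule set before the coverage values were seen, by which the sample titles would have been used when neither published naming gave the means. The counts under both published namings are given as alternatives. No libraries were duplicates of each other: over 325 pairs the smallest mean chi-square between the reads of a pair was 5.13 and the largest correlation was 0.915.

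Positions needed at least 10 reads in every library of a comparison and coverage at or below the 99.9th percentile of each library. Windows of 1000 bp summed the reads of the positions kept. A logistic model with group as the term was fitted per CpG and window and tested by a chi-square likelihood-ratio test without a term for overdispersion, as methylKit does by default, with Benjamini-Hochberg q-values, a threshold of 0.01 and a read-weighted difference above 25 percentage points. The paper's text names neither the method for q-values nor whether strands were merged. Comparisons were SSCT F0 with control F0, each offspring group and the pooled SSCT F2 group with control F1, and control F0 with control F1, which the paper does not report. Single values per mouse were compared with exact permutation tests, two-sided, enumerating every regrouping of the mice. The smallest p is 0.1 for 3 mice against 3 and 0.00794 for 5 against 5. The grouping of the offspring was tested with a permutational analysis of variance on Euclidean distances and 100000 shuffles. Shares of sites in gene spans or imprinted genes were compared with Fisher's exact test.

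Alternatives were a coverage of at least 5 or 20 reads, no upper limit of coverage, sites covered in only part of the libraries of each group, an F test scaled by the Pearson chi-square, limma on log2 ratios of methylated to unmethylated reads with 1 added to each, Storey q-values (lambda 0.5), the replicate number as a block, a difference of 10 percentage points, strands merged, windows shifted by 500 bp, windows with at least 3 covered positions, both published namings and leaving out each library in turn. Coverage scaled to equal medians of the libraries, windows over each library's own CpGs and the alternatives for the lists of genes and regions were added after the data had been seen. Sites named in the text follow this rule: every gene of Table 2 and Table S3 and every gene the text names that has covered CpGs, every region of Table S1 and Fig. S1, and per comparison the 3 DMRs with the largest absolute difference among those without overlap between the mice of the groups. The share of sites without overlap that chance gives was counted over all splits of the mice at each site, a count added after the data had been seen. The values of 1 gene that falls under this rule are not reported here. A gene was given the CpGs and windows inside its span or within 2000 bp on either side, because the RefSeq gene table of GRCm38.p6 that was used gives no strand, exons or promoters. Of the names looked up in Table 2, 25 genes matched and C130012C08Rik, BC035947 and Gm15966 did not.

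The test procedures were tested on simulated data with 200 sites changed by 50 percentage points. With no spread between mice, the chi-square test recovered 200 of 200 CpGs and made 0 false calls among 100000 CpGs of the SSCT F1 comparison. With a spread set from the real libraries it recovered 198 and made 609 false calls. The F test recovered 83 and made 0. In the SSCT F0 comparison with such a spread, the chi-square test recovered 194 of 200 CpGs and made 2579 false calls among 82300. The F test recovered 0 CpGs and 15 of 200 windows there. The simulated calls did not reproduce those of the data. Unchanged CpGs were called at 0.610% in SSCT F1 and 3.14% in SSCT F0, against 0.404% and 5.83% of all real CpGs. The numbers of false calls are therefore only a rough guide. The exact permutation test gave a p under 0.05 in 4.0% of 2000 unchanged pairs of groups.

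The depth was 45616751 to 87707577 reads at CpG positions per library. With all 26 libraries required, 44671 positions were kept, and with the 20 offspring libraries 457891. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used, and R 4.3.3 with limma 3.58.1. Bisulfite Sanger sequencing, RT-qPCR, gene ontology, enhancers, IAP elements and the division into exons, introns and promoters were not analysed here.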

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

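All tests in this part other than those of reads per position, somatic DNA, the exact 0 and 100% values and neighbouring CpGs on the same strand were chosen only after the result was seen.

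The share of reads from the control DNA added to each library, which the paper does not report, was 0.0915%, 1.39% and 5.74% in SSCT F0 replicates 1, 2 and 3, and between 0.0397% and 0.0602% in the other 23 libraries. The same order holds for the number of positions covered. A lower amount of sperm DNA in the SSCT F0 libraries is a candidate explanation, and the paper states that the yield of DNA was low. At positions with methylation between 20 and 80% in the offspring, the 3 SSCT F0 libraries, thinned to equal reads, stood at exactly 0 or 100% in 31.3%, 66.1% and 93.7% of positions, against 9.80% to 16.6% in the other libraries and 3.11% if every read came from another molecule. These values are consistent with few molecules behind the reads of the SSCT F0 libraries. Fewer molecules widen the difference between groups at single positions in either direction, but 72.4% of the DMRs and 54.9% of the DMCs in SSCT F0 were hypomethylated, and why most DMRs lay in that direction was not tested. Few molecules thus stay open as a cause of the larger share, beside transplantation, culture and the recipient strain, none of which was tested apart from it. The distances of the SSCT F0 libraries from the offspring rose in the same order, so few molecules stay open as a cause there too.

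Other technical explanations for the larger share of DMCs in SSCT F0 than in the offspring were tested. With every library thinned to 10 reads at each position, 3.52% of CpGs were called in SSCT F0 and 0.116% to 0.204% in the offspring comparisons, which argues against read depth as the whole cause. At the same CpGs without SSCT F0 replicate 3, 4.43% were called, against 5.83% with it, and at the same windows 6.13% (1202 DMRs), against 10.0% (1963). This library therefore adds to the share, most at the windows, but the share without it stays above the 0.161% to 0.439% of CpGs and 0.132% to 0.369% of windows in the offspring comparisons. Those shares come from other sites and 5 or more mice per group. At the CpGs covered in all 26 libraries, thinned to 10 reads, 3.57% were called in SSCT F0. In drawn sets of 3 SSCT F1 against 3 control F1 mice, at most 0.0425% were called there. But the other splits of the F0 libraries, which mix the groups, called 4689 to 5243 DMCs, so such a share also arises without the real grouping. Incomplete conversion is argued against by the unmethylated control, where the highest share of methylated calls in SSCT F0 was 1.26%, far under the differences called. Positions unmethylated in all offspring and methylated at 20% or more, which DNA of the host strain could add, made up 0.968%, 1.60% and 0.972% in the SSCT F0 libraries and 0.330% to 0.996% in control F0, so that replicates 1 and 3 lay within the control range. For DNA of somatic cells the maternally methylated imprinted genes give no decision. At their CpGs with at most 10% in every offspring library, the highest SSCT F0 value was 1.31%, within the 0.205% to 1.86% of the other libraries, but over all their CpGs the means of the SSCT F0 libraries were 12.2%, 7.06% and 12.6%, above the other libraries at the same positions (9.59% to 11.1%, 4.53% to 6.00% and 4.10% to 9.43%). With so few positions and values at 0 or 100%, somatic DNA cannot be told apart from the effect of few molecules there. Over its own positions, the unweighted mean methylation of SSCT F0 replicate 3 was 6.36%, which is 30.1 percentage points under the median of the other libraries. At the CpGs covered in all 26 libraries it was 5.34%, only 2.66 percentage points under their median, with the others between 7.36% and 8.16%. Most of its low mean is thus consistent with the loss of positions, and what lies behind the rest was not tested.

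In 16 of the 85 groups of mice tested, 1 mouse stood apart from the others by Dixon's test, where chance gives 4.25. In 12 of the 16, every other mouse of the group was at a single value, mostly 0 or 100%, so that any other value stands apart, and 7 of them lay in control F1. Of 24 measures of whole libraries, 0 had such a mouse. At CpGs of Table S3 the values were 10.6% in SSCT F2/P replicate 5 (F930017D23Rik, position 43623330), 23.3% in control F1 replicate 3 (43623585), 43.8% in SSCT F2/P replicate 3 (43623586), 92.9% in control F1 replicate 5 and 62.5% in control F1 replicate 4 (Gpx8, 113045463 and 113045732), 63.0% in SSCT F1 replicate 4 and 100% in SSCT F2/M replicate 3 (Nudt1, 140332948), 74.2% in SSCT F2/M replicate 4 (Tal2, 53786226), 100% in SSCT F2/P replicate 2 (Tal2, 53786542) and 2.33% in SSCT F2/M replicate 2 (Zfp229). SSCT F2/P replicate 3 was at 80.6% at the Lefty2 CpG and in its window. Among the other named DMRs, control F1 replicate 5 was at 73.3% (chromosome 13 from 99918001) and 47.1% (chromosome 15 from 85315001), and control F1 replicate 3 at 90% (chromosome 6 from 11450001) and 25.9% (chromosome X from 94986001).

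A technical reason that applies to these single mice is, again, few molecules behind the reads. If the spread between offspring mice were a property of the mouse, the strands of a CpG would deviate together. Across 461 CpGs the median correlation of their deviations was 0.0187, where 0.837 was possible with all of the spread shared, while neighbouring CpGs on the same strand within 30 bp had a median of 0.597 over 4175 pairs. The spread was 6.78 times that of the reads. Both values are consistent with reads that are copies of few molecules from 1 strand. No biological explanation for single mice was tested.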

How the results depend on the processing

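The tests, thresholds, namings and most alternatives were set before the data were examined. The naming used for the offspring, coverage scaled to equal medians, windows over each library's own CpGs, the alternatives for the comparison of control F0 with control F1, and those for the lists of genes and regions were chosen only after the data had been seen, as was the test with unweighted means over common CpGs. Each alternative changed 1 choice. Counts are given in the order SSCT F0, SSCT F1, SSCT F2, SSCT F2/M, SSCT F2/P and, for DMCs, control F0 against control F1.

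Counts of DMCs and DMRs stayed within 1.5 times with merged strands, Storey q-values, no upper limit of coverage, shifted windows, own-CpG windows and the names of Fig. 1 or of the sample titles, and with equal medians except for the SSCT F0 DMRs (1213 against 1963). The test used moved them most. With the F test, 0 DMCs and 0 DMRs were called in each comparison, with 911, 1503, 594, 1367, 1422 and 2535 CpGs, 456 windows in SSCT F0 and between 110 and 255 windows in the offspring comparisons at an unadjusted p under 0.05 and above 25 percentage points. By limma the DMCs were 9, 0, 0, 0, 0 and 0 and the DMRs 1, 0, 0, 0 and 0, with 2075, 1828, 586, 1674, 1765 and 3531 CpGs and 779, 307, 105, 277 and 298 windows at an unadjusted p under 0.05 and above 25 percentage points. The 9 CpGs and 1 window, seen only after their values were known, lay at 36115788, 36115801 and 36115813 of chromosome 1 (the window from 36115001), 36892861 of chromosome 15, 32254558 of chromosome 19 (Sgms1), 53227854 and 53227890 of chromosome 4, 14340179 of chromosome 8 (Dlgap2) and 94060680 of chromosome X. All were at 0% in the 3 SSCT F0 mice. These tests include the spread between mice, which the chi-square test does not. On simulated data with a spread set from the real libraries, limma recovered 2 of 200 changed CpGs in SSCT F0. It made 38 false calls among the others, more than its 9 real calls. At windows it recovered 0 of 200 and made 0 false calls, so that its 1 window is not accounted for in this way. The simulation cannot settle either. With the chi-square test it called 3.14% of unchanged SSCT F0 CpGs, against 5.83% of CpGs called in the data. The F test recovered 0 of 200 changed CpGs in SSCT F0, 83 in SSCT F1 and 156 in SSCT F2, so that its 0 says little for SSCT F0.

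A threshold of 10 percentage points gave 9966, 35910, 18761, 32404, 33264 and 49928 DMCs and 3990, 6900, 3965, 6646 and 6720 DMRs, as a lower threshold must give more. Sites covered in only part of the mice (at least 2 of each group in comparisons with F0, at least 3 otherwise) added sites and gave 49478, 19612, 18205, 19121, 19145 and 36087 DMCs and 13632, 2799, 2586, 2698 and 2671 DMRs. A coverage of at least 5 reads gave 6427, 2357, 6361 and 6487 DMCs and 936, 366, 971 and 980 DMRs in the offspring comparisons and 12757 between control F0 and control F1, where more sites were tested. A coverage of at least 20 reads, with fewer sites, gave 3057, 591, 121, 550, 579 and 1665 DMCs and, in the offspring, 136, 42, 138 and 147 DMRs. Windows with at least 3 covered positions gave 340, 47, 16, 54 and 54 DMRs. The share of hypomethylated DMCs in SSCT F0 was 70.9% at 10 percentage points against 54.9%, that of DMRs 82.9% over own CpGs against 72.4%, and that of SSCT F1 DMRs 47.6% under the names of the sample titles against 59.4%. For the number of SSCT F0 DMRs at equal medians and for these shares the cause was not tested.

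With 1 library left out more sites are tested, and the DMCs were 5191 to 34961 in SSCT F0, 3893 to 4292 in SSCT F1, 941 to 1484 in SSCT F2, 3628 to 4057 in SSCT F2/M, 3853 to 4004 in SSCT F2/P and 8012 to 11892 between control F0 and control F1. The DMRs were 2053 to 9535, 677 to 752, 162 to 290, 638 to 729 and 658 to 740. The SSCT F0 counts passed 1.5 times without replicate 2 (7718 DMCs and 3335 DMRs) or replicate 3 (34961 and 9535), but at the same sites they were 5065 and 2171, and 3643 and 1202. Those of SSCT F2 did so without control F1 replicates 1 to 5 (1359, 1335, 1282, 1349 and 1484 DMCs, and 244, 244, 233, 256 and 290 DMRs), those of SSCT F2/M without its replicates 1, 2 or 4 (4057, 4045 and 4057 DMCs, and 729 DMRs without replicate 4), the SSCT F2/P DMRs without control F1 replicate 5 (740), and the DMCs of control F0 without each of its replicates (11892, 11684 and 11687). DMRs in imprinted genes were 2 to 12 against 3, with 6 without SSCT F0 replicate 2, 12 without replicate 3 and 5 without control F0 replicate 3. DMRs shared by at least 2 of 4 comparisons were 135 to 281 against 137, with 241, 237, 210, 247 and 281 without control F1 replicates 1 to 5 and 241 without SSCT F0 replicate 3. With the F test both were 0, with 44 shared windows at an unadjusted p under 0.05.

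The Table S3 coverage means that matched were 0 under the sample titles and 35 under Fig. 1, against 53. The combinations of a Table S3 CpG and a comparison with an exact permutation p under 0.05 were 11 of the 38 tested, 3 under the sample titles and 8 to 12 with 1 library left out. Pooled reads give no exact test and so no such count. Of the 57 pairs of Table 2, 50 had a DMR, against 0 with limma and the F test, 33 at 5 reads, 6 at 20 reads, 24 with sites covered in part of the mice, 10 under the sample titles, 6 with at least 3 positions and 20 over own CpGs. Of the 28 pairs of a gene the text names and a comparison, 27 had a DMC, against 0 with limma and the F test, 6 at 20 reads, 9 under the sample titles and 12 under Fig. 1. Of the regions of Table S1, 4 had a DMR in SSCT F0, against 0 with limma, the F test or at least 3 positions. Genes of Table 2 with a DMR in each of F0, F1 and F2 numbered 2, against 0 with limma, the F test, at 20 reads or with at least 3 positions, 9 at 10 percentage points, 6 with sites covered in part of the mice, and 1 with shifted windows or under the sample titles. For these lists the cause was not tested.

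The distance of SSCT F0 from the offspring kept its direction in every setting, with a difference of 0.0632 to 0.248 with 1 library left out. The grouping of the offspring had a pseudo-F of 0.993 to 1.02 with 1 library left out, and passed 0.05 only without SSCT F2/M replicate 4 (1.02, permutation p = 0.0109). The difference in mean methylation was -21.8 to -10.9 percentage points in SSCT F0, -1.39 to 0.192 in SSCT F1, -0.0689 to 0.996 in SSCT F2, 0.00576 to 1.19 in SSCT F2/M, -0.144 to 1.26 in SSCT F2/P and -5.89 to -0.311 between control F0 and control F1. The sign changed without SSCT F1 replicate 1 (0.192) and without control F1 replicate 4 (-0.0689 in SSCT F2 and -0.144 in SSCT F2/P), and with unweighted means over common CpGs in SSCT F2 (-0.0242), SSCT F2/M (-0.0212) and SSCT F2/P (-0.0233). The cause was not tested.

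Among single named sites, 161 settings other than leaving out 1 library kept the call and direction, 25 lost the call (18 of them under the F test) and 36 changed direction. Most of the 36 were under the names of the sample titles. Windows then had differences of 24.4 (chromosome 4 from 20860001), -20.7 (chromosome 9 from 120519001) and 10.2 (chromosome 14 from 105397001) in SSCT F2, -3.68 in SSCT F2/M (chromosome 1 from 155218001) and -29.1 in SSCT F2/P (chromosome 5 from 41421001). At CpGs of Table S3 the titles gave, in SSCT F1, 0.465 (Zfp229), 2.26 and -2.77 (Tal2), 13.6, -2.67 and 2.88 (F930017D23Rik), -12.9 (Nudt1) and -5.67 (Lefty2). In SSCT F2 they gave 1.97 (Gpx8), 12.1 (Zfp229), 5.17 (Tal2), 16.6, 10.3 and 1.23 (F930017D23Rik), -6.21 (Nudt1) and -35.8 (Lefty2). In SSCT F2/M they gave 14.3 (Gpx8), 24.3 (Zfp229), 19.9 and -4.12 (Tal2), 3.15 and 3.53 (F930017D23Rik), -20.1 (Nudt1) and -42.0 (Lefty2), and in SSCT F2/P 0.133 and 17.4 (F930017D23Rik) and -28.1 (Lefty2). With any coverage, the F930017D23Rik CpG at 43623586 had 0.864 in SSCT F2 and 2.30 in SSCT F2/M, and with pooled reads the Tal2 CpG at 53786542 had -0.0358 in SSCT F2 and -1.10 in SSCT F2/P. The cause was not tested beyond the exchange of names itself. With 1 library left out, 3 fits lost a call, those of the windows on chromosome 13 from 99918001 in SSCT F1 (-20.4 without control F1 replicate 3, over 2 positions, but -46.7 at the 1 position covered with it) and on chromosome 14 from 105397001 in SSCT F2 (-24.7 without SSCT F2/M replicate 2 and -24.5 without control F1 replicate 4, both at the same position).

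With the replicate number as a block, the DMCs were 4607, 2863, 814, 2649, 2765 and 5598 and the DMRs 1900, 506, 150, 469 and 483, each within 1.5 times the count without it. Of the 2 genes of Table 2 with a DMR in each of F0, F1 and F2, 1 was called under the block. The numbers do not pair the mice: same-numbered offspring libraries had a median correlation of deviations of 0.00597 over 30 pairs, against -0.000307 over 120 other pairs, and same-numbered F0 libraries -0.00324. The SSCT F0 comparison is limited, among other things, by the number of positions covered. Replicate 3 had a median of 392 reads over few positions and left 82300 CpGs to test.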

Differences from the paper's values

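For SSCT F0 the number of DMCs called was 4796 against the paper's 2984, and the percent of CpGs called 5.83% against the paper's 3.63%. The number of DMRs called was 1963 against the paper's 1105, and the percent of windows called 10.0% against the paper's 5.63%. Of the alternatives set before the data were examined, only a coverage of at least 20 reads brought the counts within 1.5 times the paper's, with 3057 DMCs and 1346 DMRs. None of them did so for the percents. Coverage scaled to equal medians of the libraries, which was chosen after seeing the values, gave 3273 DMCs (3.98%) and 1213 DMRs (6.18%), within 1.5 times the paper's counts and percents. So did further settings that were also chosen after seeing the values: SSCT F0 replicate 3 left out at the same sites (3643 DMCs, 4.43%, and 1202 DMRs, 6.13%) and, for DMCs only, every library thinned to 10 reads at each position (2901 DMCs, 3.52%).

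In the SSCT F2/M panel of Fig. 3A, about 77 hypomethylated and about 76 hypermethylated DMRs are given (Fig. 3A, read by eye), against 248 and 224 here. Of the alternatives set before the data were examined, only a coverage of at least 20 reads came within 1.5 times, with 80 and 58. The numbers in this panel are those of the SSCT F2 panel of the same figure.

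The paper states a conversion above its limit for all samples, while conversion was under 99% in 6 of the 26 libraries, the lowest being 98.7%.

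Of the pairs of a gene and a comparison listed in Table 2, 7 of the 57 with a matched name had no DMR here. They were Gpx8 in SSCT F0 (0 of 2 windows), Epha2 in SSCT F1 (0 of 11), F930017D23Rik in SSCT F2 (0 of 3), Tal2 in SSCT F2/M (0 of 2), and Nudt1, Mrm2 and Kcnk10 in SSCT F2/P (0 of 7, 0 of 4 and 0 of 14). A difference of 10 percentage points called each of them, and so did coverage scaled to equal medians, which was chosen after seeing the values and called all 57 pairs. Windows over each library's own CpGs, also chosen after seeing the values, called Gpx8 in SSCT F0, and merged strands called Kcnk10. Fgfr1, which the paper names for SSCT F2, had 0 DMCs among 105 CpGs in that group. A difference of 10 percentage points called 2 of them, and sites covered in at least 3 mice of each group gave 2 of 256.

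Table S1 lists regions 7407 and 24697 for SSCT F0, where 0 of 1 and 0 of 0 windows were called here. Region 7407 was called with a difference of 10 percentage points, with sites covered in at least 2 mice of each group and with coverage scaled to equal medians, the last chosen after seeing the values. Region 24697 was called with sites covered in at least 2 mice of each group.

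The paper reports no alterations of imprinted genes, while 3 DMRs lay in or beside the imprinted genes listed here, 2 in SSCT F0 (Peg3 with Usp29, and Impact) and 1 in SSCT F1 (Usp29). The F test called 0 of them. The paper states that none of its selected genes spans F0, F1 and F2. Its Table 2 lists Gpx8, Tal2 and C130012C08Rik in comparisons of each of these generations. The name C130012C08Rik was not matched here, and neither Gpx8 nor Tal2 was called in each generation, while Arfgef3 and Tmprss9 of the same table were. Windows here counted anywhere in the gene span or within 2000 bp, whereas Table 2 covers exons and promoters. The SSCT F0 windows of Arfgef3 and Tmprss9 were also other windows than those of the offspring. Their calls are therefore no like comparison with the paper's statement. A difference of 10 percentage points called Gpx8 and Tal2 in SSCT F0, SSCT F1 and SSCT F2/M, and so did coverage scaled to equal medians, which was chosen after seeing the values. Windows over each library's own CpGs, also chosen after seeing the values, called Gpx8 in each generation. With limma, with the F test, at 20 reads and in windows with at least 3 positions, 0 genes of Table 2 were called in each generation.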

Other observations

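In this part the test of shared windows against regroupings and the test of positions per window were set before their results were seen, and all other tests were chosen only after the result was seen.

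For each count of DMCs and DMRs, the libraries of a comparison were split in other ways into groups of the same sizes and the calls counted again. As many DMCs as in the real split, the real one included, were called in 7 of the 10 splits for SSCT F0, where the share cannot fall under 0.1, in 46 of 100 for SSCT F1, 82 of 100 for SSCT F2, 57 of 100 for SSCT F2/M and 16 of 100 for SSCT F2/P. As many DMRs were called in 1 of the 10 splits for SSCT F0 and in 53, 87, 95 and 53 of 100 for the offspring comparisons in the same order. In the other splits a median of 2872 DMCs (2740 to 3088) was called for SSCT F1, against 2885 in the real one, and of 510 DMRs, against 508. Counts of this size are therefore consistent with the spread between mice alone in the 4 offspring comparisons. For SSCT F0 the number of DMRs was the largest of its 10 splits, 1963 against 1764 to 1881, while DMCs reached 4689 to 5243 in the others.

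Control F0 and control F1, which differ in age (16 to 18 months against 3 months) and were not transplanted, were compared as well. Of 772843 CpGs, 6361 (0.823%) passed the thresholds, 3846 of them with lower methylation in control F0, and 1168 of 142811 windows (0.818%) did. As many DMCs were called in 29 of the 56 splits of the 8 libraries, so that the number is consistent with the spread between mice. With the F test 0 CpGs passed, and 2535 had an unadjusted p under 0.05 with a difference above 25 percentage points. The largest differences among windows without overlap were -66.3 percentage points at 11450001 of chromosome 6, 65.9 in Gm36788 at 116775001 of chromosome 6 and 65.2 at 85315001 of chromosome 15 (exact permutation test, two-sided, p = 0.0179 for each). Whether age or cohort stands behind any of them was not tested, and their small p follows in part from picking windows without overlap.

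DMRs shared between SSCT generations may arise from the control libraries they have in common. Of 100 groupings of the 20 offspring libraries, the real one included, 94 gave as many shared windows as the real groups. Simulated unchanged groups against the real control libraries gave a median of 83.5 (72 to 110 over 20 sets). When control F0 took the place of the SSCT group, 37 of the 94 shared windows tested there (39.4%) were called in the same direction, against 175 of 962 (18.2%) of the windows called in 1 comparison (Fisher's exact test, two-sided, p = 5.51e-06). This is consistent with control F1 mice that stand apart at the shared windows. Among the genes of Table 2, the windows of Zfp229, Bag2, Nudt1 and Mrm2, Gm6590, Gpx8, Pou2f2, Epha2 and Elmsan1 were called there, with differences of -27.7, -29.2, 28.5, -42.2, -31.0, 40.4, 41.1 and -37.4 percentage points. These genes were picked out after their values were seen.

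Most DMRs held few CpGs. Between 88.6% and 90.7% of the DMRs of the offspring comparisons held 1 or 2 covered positions. In SSCT F1, 0.649% of windows with 1 or 2 positions were called, 0.126% of those with 3 to 5, and 0 of 30226 with 6 or more. In the other splits of the same libraries the medians were 0.651%, 0.115% and 0.00662%. The fall with the number of positions is consistent with fewer reads, and fewer molecules, per window, since it was alike in splits that mix the groups.

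In the principal components of the offspring, SSCT F2/M replicate 3 lay at 2760 on the first component and control F1 replicate 4 at 2441 on the second, with the other libraries between -403 and -2.73 on the first and between -778 and 311 on the second. What sets these 2 libraries apart was not tested.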
